# Integrated Analysis of Long Non-coding RNAs (LncRNAs) and mRNA Expression Profiles Reveals the Potential Role of LncRNAs in Skeletal Muscle Development of the Chicken

**DOI:** 10.3389/fphys.2016.00687

**Published:** 2017-01-09

**Authors:** Zhenhui Li, Hongjia Ouyang, Ming Zheng, Bolin Cai, Peigong Han, Bahareldin A. Abdalla, Qinghua Nie, Xiquan Zhang

**Keywords:** chicken, long non-coding RNA, *cis*-acting, *trans*-acting, skeletal muscle development

## Abstract

Long non-coding RNAs (lncRNAs) play important roles in transcriptional and post-transcriptional regulation. However, little is currently known about the mechanisms by which they regulate skeletal muscle development in the chicken. In this study, we used RNA sequencing to profile the leg muscle transcriptome (lncRNA and mRNA) at three stages of skeletal muscle development in the chicken: embryonic day 11 (E11), embryonic day 16 (E16), and 1 day after hatching (D1). In total, 129, 132, and 45 differentially expressed lncRNAs, and 1798, 3072, and 1211 differentially expressed mRNAs were identified in comparisons of E11 vs. E16, E11 vs. D1, and E16 vs. D1, respectively. Moreover, we identified the *cis*- and *trans*-regulatory target genes of differentially expressed lncRNAs, and constructed lncRNA-gene interaction networks. In total, 126 and 200 *cis*-targets, and two and three *trans*-targets were involved in lncRNA-gene interaction networks that were constructed based on the E11 vs. E16, and E11 vs. D1 comparisons, respectively. The comparison of the E16 vs. D1 lncRNA-gene network comprised 25 *cis*-targets. We determined that lncRNA target genes are potentially involved in cellular development, and cellular growth and proliferation using Ingenuity Pathway Analysis. The gene networks identified for the E11 vs. D1 comparison were involved in embryonic development, organismal development and tissue development. The present study provides an RNA sequencing based evaluation of lncRNA function during skeletal muscle development in the chicken. Comprehensive analysis facilitated the identification of lncRNAs and target genes that might contribute to the regulation of different stages of skeletal muscle development.

## Introduction

Embryonic patterning and organogenesis in metazoans entail complicated processes, including cellular differentiation, migration proliferation, and programmed cell death. These complex cellular and developmental processes depend on the precise spatiotemporal expression of regulatory factors. Evidence suggests that in complex organisms, RNA contains a hidden layer of regulatory information. It not only functions as a messenger between DNA and the protein, but also plays a role in the regulation of genome organization and gene expression (Morris and Mattick, 2014). Data from high-throughput sequencing studies have revealed that only a very small percentage (1–2%) of the mammalian genome encodes proteins, but tens of thousands of intergenic sites are transcribed to non-coding RNA. This transcription plays a critical role in regulating gene expression during several biological processes (Muers, 2011). Many small non-coding RNAs, such as microRNAs (miRNAs), PIWI-interacting RNAs (piRNAs), and small nucleolar RNAs (snoRNAs) have been the subject of many functional studies; however, systematic identification of the functions of lncRNA has yet to be conducted.

LncRNAs, or mRNA-like long non-coding RNAs, are a novel class of regulatory RNAs, with sizes ranging from 200 bp to >100 kb (Novikova et al., 2013). LncRNAs are transcribed by RNA polymerase II, but do not encode proteins. There is evidence to suggest that lncRNAs, by a variety of mechanisms, serve as versatile regulators of diverse aspects of biology. The *Xist* gene is a master regulatory switch that controls the inactivation of the X chromosome in mammals, and is one of the first known examples of a lncRNA that directly participates in the formation of repressive chromatin (Lee and Bartolomei, 2013). Recently, specific roles of lncRNAs in the development of diverse organs and tissue types have been identified. For example, Bvht and Fendrr are two important lncRNAs that are involved in cardiac development in the mouse. In neonatal cardiomyocytes, knockdown of Bvht by RNAi changes cardiac-specific gene expression and inhibits normal development to mature cardiomyocytes (Klattenhoff et al., 2013). Similarly, knockout of Fendrr impairs heart function, leads to deficits in the body wall, and ultimately results in embryonic lethality (Grote et al., 2013). In addition to their extensive roles in organ development, lncRNAs are also known to play a role in skeletal muscle differentiation. Linc-MD1 is one of the first lncRNAs that was observed to be involved in myogenesis. This lncRNA acts as a competing endogenous RNA and “sponges” miR-133 and miR-135 to regulate the expression of MAML1 and MEF2C, which are transcription factors that activate late-differentiation muscle genes (Cesana et al., 2011). Moreover, lncRNA H19, which is highly expressed in the developing embryo and in adult muscle, functions as a molecular sponge for the let-7 family of miRNAs, and thereby regulates muscle differentiation (Kallen et al., 2013). LncRNAs can be *cis*-acting or *trans*-acting, and the location of the target gene is commonly used to distinguish between the two. *Cis*-acting lncRNAs regulate the expression of target genes that are located at or near the same genomic locus, whereas *trans*-acting lncRNAs can either inhibit or activate gene transcription at independent chromosomal loci (Fatica and Bozzoni, 2014). For example, lincRNA-p21 activates *p21* expression in *cis* to influence the chromatin state, activate *p53* pathway genes, and enforce the G1/S checkpoint (Dimitrova et al., 2014). In addition, the lncRNA Six3OS acts in *trans* to regulate retinal development by modulating *Six3* activity (Rapicavoli et al., 2011).

Skeletal muscle development in the chicken is a multi-step process that comprises four major stages: in the initial stage, muscle precursor cells differentiate from the somite; in the second stage, myogenic precursor proliferation, and differentiation give rise to myoblasts; in the third stage, myoblast differentiation gives rise to myotubes; and finally, myofibers are formed from the myotubes (Luo et al., 2013). Many genes, such as paired box 3 (*Pax3*), paired box 7 (*Pax7*), myogenic differentiation (*MyoD*), myogenic factor 5 (*Myf5*), and myogenin (*MyoG*) (Sobolewska et al., 2011) are involved in the regulation of skeletal muscle development in the chicken; however, research on the role of lncRNAs in the regulation of this process remains scarce. With the aid of non-coding RNA (ncRNA) library construction, 125 ncRNAs have been identified in the chicken that play important roles in tissue development and lineage/species specification during evolution (Zhang et al., 2009). In another study, 281 new intergenic lncRNAs were identified in chicken embryo skeletal muscle, and further analyses suggested that these lncRNAs were less conserved than protein-coding genes, but slightly more conserved than random non-coding sequences (Li T. et al., 2012). Although an increasing number of lncRNAs are being characterized by high-throughput sequencing studies, few examples of regulatory mechanisms involving lncRNAs in chicken muscle development have been described.

In this study, we identified lncRNA and mRNA expression profiles in three different stages of chicken skeletal muscle development. Differentially expressed lncRNAs were then used in bioinformatics analyses to predict *cis*- and *trans*-target genes. These findings were integrated with differentially expressed mRNA data to improve the accuracy of target prediction. The predicted *cis*- and *trans*-targets were then used for the construction of lncRNA-gene correlation networks. Ingenuity Pathway Analysis (IPA) and gene ontology (GO) analysis were performed to investigate the functions associated with network genes. In summary, this study provides predictions about the functional interactions of lncRNAs and protein-coding genes, and the information generated from these predictions can be utilized in further studies of lncRNA function in chicken skeletal muscle development.

## Materials and methods

### Ethics statement

All animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at the South China Agricultural University (Guangzhou, People's Republic of China). All experiments were conducted in compliance with the regulations and guidelines established by that committee.

### Chicken embryo incubation and tissue collection

Fertilized eggs of a native Chinese yellow meat-type chicken known as Xinghua chickens were used in the this study. The Xinghua chicken is an indigenous chicken breed from Xinghua town, Fengkai County, Guangdong province, China is characterized by a relatively slow growth rate. The fertilized eggs were incubated in a humidified incubator at 37.5°C and 65% humidity. Skeletal leg muscles were resected at embryonic day 11 (E11), embryonic day 16 (E16), and 1 day after hatching (D1). All tissues were immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction. The sex of the chicken was determined by PCR amplification of the *CHD1* gene using sex-specific primers (Li Z. L. et al., 2012). Chickens with two bands of 600 bp and 450 bp were born as females, whereas those with one band of 600 bp were born as males. The sex-specific primer sequences are presented in Table 1.

**Table 1:** **Sex-specific primers and real-time qPCR primers**.

**Gene and lncRNA**		**Primer sequence (5′−3′)**	**Product length (bp)**	**Annealing temperature (°C)**
Sex-specific primers	CHD1-F	GTTACTGATTCGTCTACGAGA	600 or 450	55
	CHD1-R	ATTGAAATGATCCAGTGCTTG		
qPCR primers	TEAD4-F	CTTTCCTTCTTCTCACCCTC	168	53
	TEAD4-R	TAGCAACCCTTCGTCCTT		
	DMD-F	ATGATTTTCGAGATGGACG	81	62
	DMD-R	TGGAGCCCTTTTCTTTTG		
	FGF13-F	GCTATACAGCAGGCAAGG	118	62
	FGF13-R	CACTCGTAAACCCACAGG		
	DLK1-F	CAGGAAAGGACCATGTATTA	100	52
	DLK1-R	AGGGCATAGACAGGAAGC		
	lnc00003323-F	ACATCTTTATCCGTGCTG	197	57
	lnc00003323-R	AAGACTTACTCCAGGTGGT		
	lnc00005738-F	CACCTGTAATAAACCCATAA	185	57
	lnc00005738-R	CTCCCACTTTAGTAAACTCC		
	lnc00023378-F	TTCCATGAACAGCACCCA	128	57
	lnc00023378-R	AGATGAGCAGCGATAACACC		
	lnc00073545-F	CTTCTAGCAAGCCTAATG	118	52
	lnc00073545-R	CTAACAAACCCTAACTCCT		

### Illumina deep sequencing and sequence analysis

Total RNA for RNA sequencing (RNA-seq) was isolated from six chicken leg muscle samples (two each from E11, E16, and D1), using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. RNA quantity and quality were evaluated on an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany), and RNA integrity was further examined using agarose gel electrophoresis. Ribosomal RNA (rRNA) was removed from the total RNA using the Epicentre Ribo-Zero™ rRNA Removal Kit (Epicentre, Madison, Wisconsin, USA) following the manufacturer's instructions. High-throughput RNA-seq was performed on the Illumina Hiseq 2500 platform (Illumina, San Diego, CA, USA). The Illumina sequencing raw reads were cleaned by removing empty reads, adapter sequences, reads with over 10% N sequences, and low quality reads, in which the number of bases with a quality value *Q* ≤ 10 was >50%. In addition, rRNA reads were identified, by blasting against the rRNA database (http://www.arb-silva.de/) using Simple Object Access Protocol (SOAP) software, and removed from the dataset. The filtered reads were mapped to the chicken reference genome (ftp://ftp.ensembl.org/pub/release-73/fasta/gallus_gallus/dna/) using the Tophat2 software. The mapped reads were assembled and transcripts were constructed using the Cufflinks 2.0.2 software. The Ensembl, NCBI RefGene, and UCSC databases were chosen as annotation references for lncRNA analyses. The Coding Potential Calculator (CPC), Coding-Non-Coding Index (CNCI) and Phylogenetic codon substitution frequency (PhyloCSF) were applied to estimate coding ability of potential lncRNAs. An RNA length ≥ 200 nt, CPC score ≤ 0, CNCI score ≤ 0, and PhyloCSF score ≤ −20 were used to evaluate the coding potential of transcripts. The RefSeq and Ensembl databases were used for gene analysis. The expression levels of the transcripts were expressed as FPKM (fragments per kilobase of transcript per million mapped reads) values using the Cuffnorm program. Differentially expressed lncRNAs and mRNAs for each comparison (E11 vs. E16, E11 vs. D1, and E16 vs. D1) were identified using Cuffdiff (the differential expression analysis tool packaged with the Cufflinks software), with a *q* < 0.05 and |(fold change)| ≥ 2 as the cut-off points. The sequencing data obtained from RNA-seq were released to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession number GSE91060.

### *Cis*- and *trans*-analyses

Differentially expressed lncRNAs were selected for *cis*- and *trans*-target gene prediction, and these findings were integrated with differentially expressed mRNA data to improve the accuracy of target prediction. To classify lncRNA *cis*-target genes, we used the UCSC Genome Bioinformatics tool to identify differentially expressed genes (DEGs) located ~300 kb upstream and downstream of differentially expressed lncRNAs, and determined the potential that the lncRNA was *cis*-acting. To classify lncRNA *trans*-target genes, the BLAST (*e* < 1E − 5) software was used to assess the impact of lncRNA binding on complete mRNA molecules. The RNAplex program (−e −20) was then used to identify possible *trans*-target genes of the lncRNAs. Differentially expressed lncRNAs and their corresponding differentially expressed *cis*- and *trans*-target genes were used to construct lncRNA-gene interaction networks using the Cytoscape program.

### IPA, gene ontology, and pathway analysis

Gene interaction network and biological process enrichment analyses for the *cis*- and *trans*-target genes of differentially expressed lncRNAs were performed using IPA (www.ingenuity.com). Ingenuity Pathway Analysis is a web-based software from Ingenuity Systems® (Qiagen, Redwood City, CA, USA) that enables investigators to analyze data derived from high-throughput sequencing. IPA provides a comprehensive database of known networks and pathways that are continuously being updated based on published work on gene functions and interactions. Each gene identifier was imported and mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base (IPKB) and superimposed onto a global molecular network, based on the information stored in the IPKB. IPA uses computational algorithms to identify local networks that are particularly enriched for the genes of interest. A network score that is used to rank networks is also provided. This numerical score, which is based on the hyper-geometric distribution, is calculated using a right-tailed Fisher's exact test and is represented as the negative log of the *P*-value. Functional enrichment analysis was also performed on these networks to understand the significance of the biological functions and/or disease phenotypes of the genes in the network. The predicted lncRNA target genes were entered into the Molecule Annotation System (MAS) 3.0 (http://bioinfo.capitalbio.com/mas3), which is based on the Kyoto Encyclopedia of Genes and Genomes database (KEGG) (CapitalBio, Beijing, China). The MAS uses GO data as an advantage to identify the molecular functions represented in the gene profile. The MAS 3.0 software was used to perform GO and KEGG analyses.

### Real-time qPCR analysis

Single-strand cDNA was synthesized from 1 μg of total RNA using the PrimeScript™ RT reagent kit with gDNA Eraser (Takara, Osaka, Japan). The qPCR reactions were performed on a Bio-Rad CFX96 Real-Time Detection system to detect the RNA expression level of each gene, using the iTaq™ Universal SYBR® Green Supermix kit (Bio-Rad Laboratories Inc., Hercules, CA, USA), for which the chicken β*-actin* gene was used as an internal control. Data analysis was carried out with the 2^−ΔΔCt^ method as described previously (Livak and Schmittgen, 2001). Real-time qPCR primers were designed using the Premier Primer 5.0 software (Premier Biosoft International, Palo Alto, CA, USA). The qPCR primer sequences are presented in Table 1.

### Statistical analysis

Quantitative expressions of the data are presented as mean ± S.E.M of three independent experiments. In each experiment, the assay was performed in triplicate. Statistical significance of the data was tested by performing one-sample or paired *t*-tests when required. When applicable, the specific types of tests and the *P* < 0.05 are indicated in the figure legends.

## Results

### Overview of RNA-sequencing

The Illumina Hiseq 2500 platform was used to perform RNA-seq for the six cDNA libraries, and 125 bp paired-end reads were generated. The number of raw reads generated from each library was exceeded 100 million reads (Table 2). After filtering the low quality reads, most of the clean reads still comprised more than 90% of the raw data, with the exception of the E16-2 group (85.13%) and D1-1 group (89.47%). More than 73.70% of the clean reads were perfectly mapped to the chicken reference genome. The unique mapped reads ranged from 95.62 to 96.54% of the total mapped reads (Table 2).

**Table 2:** **Summary of draft reads of six libraries by RNA-sequencing**.

**Sample**	**Raw reads**	**Clean reads**	**Total residues (bp)**	**Total mapped reads**	**Unique mapped reads**
E11-1	120,024,130	109,367,542 (91.12%)	14,797,215,325	81,510,188 (74.50%)	78,561,396 (96.38%)
E11-2	108,620,754	99,583,044 (91.68%)	13,488,389,034	73,440,167 (73.70%)	70,902,173 (96.54%)
E16-1	104,403,766	98,171,720 (94.03%)	13,415,537,569	74,087,627 (75.50%)	70,893,952 (95.68%)
E16-2	123,268,886	104,948,578 (85.13%)	14,065,328,305	78,594,049 (74.90%)	75,172,271(95.65%)
D1-1	127,403,762	113,984,606 (89.47%)	15,479,331,668	84,119,306 (73.80%)	80,432,724 (95.62%)
D1-2	123,022,016	117,366,974 (95.40%)	16,020,192,921	88,208,260 (75.20%)	84,401,995 (95.68%)

### Identification of lncRNAs in chicken leg skeletal muscle

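Leg muscle held many lncRNAs at a low level and a few at a level typical of abundant mRNAs. At E11, 620 of the 1995 lncRNAs (31.1%) had an FPKM of 1 or more in the authors' deposited table, and at E16 733 (36.7%). Among the Ensembl transcripts, which are mostly of protein-coding genes, this share was 66.6% at E11 and 64.6% at E16. The median FPKM of the lncRNAs above 0 was 0.687 at E11 and 0.788 at E16, against 6.39 and 6.64 for the Ensembl transcripts. In the authors' FPKM for E11 vs. D1, which are scaled separately, 488 lncRNAs had an FPKM of 1 or more at E11 and 514 at D1, and the median of those above 0 was 0.571 at E11 and 0.458 at D1. The most abundant lncRNA at E11 was lnc00089027 at an FPKM of 149.5, and at E16 it was lnc00095210. On chromosome 1, lnc00008058 stood at an FPKM of 258 at E16. The depth behind a single FPKM is not known, since the tables hold no read counts.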

After a stringent filtering process to discard transcripts that did not have the characteristics of lncRNAs, RNA-seq yielded 1995 lncRNA transcripts. The length of the lncRNAs ranged from 204 to 32984 bp, with 30.78 and 25.31% of lncRNAs having a length of 204–1000 and 1000–2000 bp, respectively (Figure 1A). The lncRNA genes had an average length of 2941 bp and 2.9 exons (Figures 1A,B). 

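By the positions in the authors' deposited table, chromosome 1, the longest of the chicken, held 311 of the 1995 lncRNAs (15.6%). Chromosomes 2, 3 and 4 held 207, 200 and 206, and the sex chromosome Z held 69. The mitochondrial chromosome held 2, no lncRNA lay on chromosomes W or 33, and 102 lay on scaffolds with no place on a chromosome. These positions are on galGal4, and they count lncRNA transcripts whether or not an FPKM above 0 was measured.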

The 1995 lncRNA transcripts were distributed among chicken chromosomes 1–28, 33, MT, Z, and W. Quite notably, 316 lncRNAs were located in the chromosome 1 (Figure 1C).

**Figure 1:**
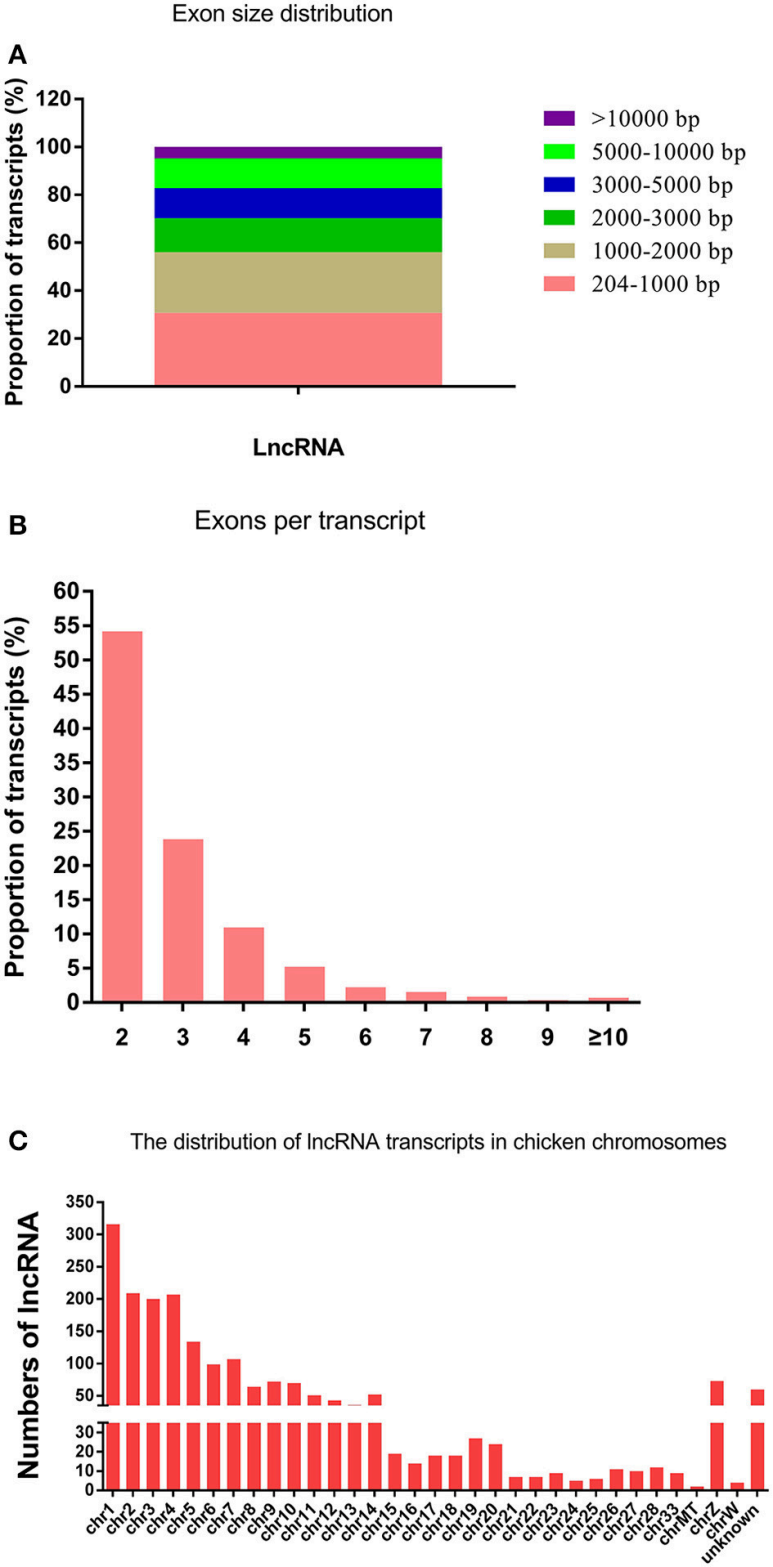
**The features of chicken lncRNAs. (A)** Exon length distribution of chicken lncRNAs. **(B)** Exon numbers per transcript of chicken lncRNAs. **(C)** Chromosome distribution of lncRNA transcripts identified in chicken leg muscle.

### Differential expression analysis of lncRNAs and mRNAs

To investigate the key lncRNAs and mRNAs involved in chicken skeletal muscle development, RNA-seq (with rRNA removed) was performed to detect the differentially expressed lncRNAs (DE-lncRNAs) and DEGs at three stages of leg muscle development in the chicken (E11, E16, and D1). 

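Leg muscle of Xinghua chickens was taken on day 11 (E11) and day 16 (E16) of incubation and on the day after hatching (D1), with 2 libraries per stage. Ribosomal RNA was removed before sequencing, so that long transcripts with and without a poly(A) tail were kept. Reads and mapped reads of each of the 6 libraries are in Table 2. The methods name TopHat2, Cufflinks, Cuffnorm and Cuffdiff, and the sample labels name Trim Galore and Bowtie as well and the genome build galGal4. For each of the 3 comparisons, the authors' deposited table lists the Ensembl transcripts and the 1995 lncRNAs with 1 FPKM, a level scaled to transcript length and mapped fragments, per stage, the log2 fold change, and the p and q of Cuffdiff. Both libraries of a stage are merged in each FPKM, so no spread between libraries can be given for any value printed here. Cuffdiff's q was computed from the libraries but does not measure that spread by itself. A small q does not show that the 2 libraries of a stage were alike. FPKM is a relative measure, and a rise of abundant muscle transcripts lowers the share left for all others. The tables were scaled separately. The FPKM of a transcript at E11 was a median of 0.83 times as high in the table of E11 vs. D1 as in that of E11 vs. E16, at E16 0.705 times as high in E16 vs. D1 as in E11 vs. E16, and at D1 0.853 times as high in E16 vs. D1 as in E11 vs. D1. Levels are therefore compared within 1 table. Positions are those of the locus to which the tables assign a transcript, and overlapping transcripts share a locus, so distances printed here are between loci. The paper determined the sex of its chickens by PCR, but its text does not give the sex of each library, which is not used here. A transcript was counted as a DEG or DE-lncRNA where the authors' deposited table gave a q under 0.05 and a fold change of at least 2, the paper's thresholds, and "rose" and "fell" are used of such transcripts. Tested by Cuffdiff were 13172 Ensembl transcripts for E11 vs. E16, 13146 for E11 vs. D1 and 12361 for E16 vs. D1. For 10, 16 and 16 transcripts, among them those of titin, nebulin (NEB) and the myosin heavy chain MYH1B, the estimate failed under too many fragments, and these were left out of the gene groups. Groups of genes were described by 27 lists. For each, the median log2 ratio of later to earlier FPKM, each raised by 0.1, was taken over the members with an FPKM of 1 or more at 1 of the 2 stages. It was set beside 10000 random lists of the same size and like FPKM, and a list counted as apart from other genes where its median lay in the outer 2.5% of these on either side. Genes are not replicates, so this describes these libraries. The median log2 ratio of all genes was -0.01 for E11 vs. E16, 0.03 for E11 vs. D1 and 0.05 for E16 vs. D1. Within a list, the members with the highest FPKM and the largest changes are named, and where 5 or fewer rose or fell these are named too, which was chosen after their values were seen.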

DE-lncRNAs and DEGs were identified by Cuffdiff analysis (*q* < 0.05; |(fold change)| ≥ 2). 

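More lncRNAs rose than fell between E11 and E16, and rises and falls were near balance towards D1. In the authors' deposited table for E11 vs. E16, 83 lncRNAs rose and 56 fell, 139 in all. From E11 to D1, 148 passed in the authors' deposited table, 75 of them upwards, and from E16 to D1 51 passed, 24 upwards. From E11 to E16, lnc00023599 on chromosome 13 rose by 5.04 on the log2 scale (FPKM 0.173 to 5.69, q = 0.0293) in the authors' deposited table, and lnc00100345 on chromosome Z by 4.73 (FPKM 0.158 to 4.21). Of the DE-lncRNAs above 0 at both stages, lnc00070826 on chromosome 5 fell most over that step and had a log2 fold change of -4.71 (FPKM 5.83 to 0.222) in the authors' deposited table. Over the whole span to D1, lnc00061312, which lies 66.0 kb before ACSL1, an activating enzyme of long-chain fatty acids, rose by 6.80 (FPKM 0.257 to 28.8) in the authors' deposited table, and lnc00016160 on chromosome 10 changed by -4.85 (FPKM 1.07 to 0.037). From E16 to D1, lnc00061313 from the same stretch of chromosome 4 rose by 5.05 (FPKM 0.432 to 14.4) and lnc00083591 on chromosome 8 changed by -4.09 (FPKM 1.20 to 0.0703) in the authors' deposited table. These lncRNAs were chosen after their values were seen. At a q under 0.01, an alternative chosen after the data were seen, the authors' deposited table holds 70, 64 and 21 DE-lncRNAs.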

Among three comparisons, E11 vs. E16, E11 vs. D1, and E16 vs. D1, 129, 132, and 45 DE-lncRNAs were detected, respectively. Among these DE-lncRNAs, 26, 24, and 6 lncRNAs were uniquely expressed in one of the two samples in the E11 vs. E16 (Table S1), E11 vs. D1 (Table S2), and E16 vs. D1 (Table S3) comparisons, respectively. Of these DE-lncRNAs, six, including lnc00060568, lnc00057952, lnc00019955, lnc00064868, lnc00002354, and lnc00029488, were identified as differentially expressed among all three comparisons, whereas 61, 54, and 7 lncRNAs were found exclusively in the E11 vs. E16, E11 vs. D1, and E16 vs. D1 comparisons, respectively (Figure 2A).

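Of the DE-lncRNAs of E11 vs. E16, 16 were listed at an FPKM of 0 at E16 and 12 at E11 in the authors' deposited table. Listed at 0 at E16 was lnc00029699 on chromosome 18, at an FPKM of 4.57 at E11, and listed at 0 at E11 was lnc00083277 on chromosome 8, at 4.26 at E16. For E11 vs. D1, 15 were listed at 0 at E11 and 11 at D1 in the authors' deposited table, the former led by lnc00100282 on chromosome Z (FPKM 11.3 at D1) and the latter by lnc00095009 on an unplaced scaffold (FPKM 5.21 at E11). For E16 vs. D1, the authors' deposited table holds 4 DE-lncRNAs at 0 at E16 (lnc00100282, lnc00072141, lnc00013288 and lnc00033506) and 4 at 0 at D1 (lnc00019955, lnc00047860, lnc00058247 and lnc00060653), the last of which lies on chromosome 4. The FPKM at the other stage was 1 or more for each of them, which the fold threshold on FPKM raised by 1 requires. With no read counts in the tables, a listed 0 gives no upper limit on the level, and no fold change is given against it.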

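In the authors' deposited table, 9 lncRNAs passed in all 3 comparisons: the 6 named, and lnc00089718, lnc00092609 and lnc00095210 on unplaced scaffolds, chosen after their values were seen. From E11 to D1 the largest rise of these was that of lnc00095210. Its FPKM went from 9.29 to 259.8 between E11 and E16 and from 183 to 1631 between E16 and D1. On chromosome 3, lnc00057952 rose from an FPKM of 0.892 to 11.7 and then from 8.27 to 49.6 over these steps. On chromosome 4, lnc00064868, which lies 0.161 kb before the interleukin gene IL15, rose from 1.09 to 4.95 over the first step, and lnc00060568 from 0.206 to 0.737. On chromosome 1, lnc00002354 rose from an FPKM of 0.234 to 2.60 and then from 1.84 to 7.05. On chromosome 17, lnc00029488, near NDUFA8 of respiratory complex I, rose from 0.293 to 1.39 over the first step. Only lnc00019955 on chromosome 11 of these 9 rose and then fell, from an FPKM of 1.87 to 5.29 over the first step and to a listed 0 at D1. Those that passed in 1 comparison numbered 62 for E11 vs. E16, 62 for E11 vs. D1 and 7 for E16 vs. D1 in the authors' deposited table. The comparisons share libraries, so their lists are not independent, and FPKM on either side of a step come from separately scaled tables.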

**Figure 2:**
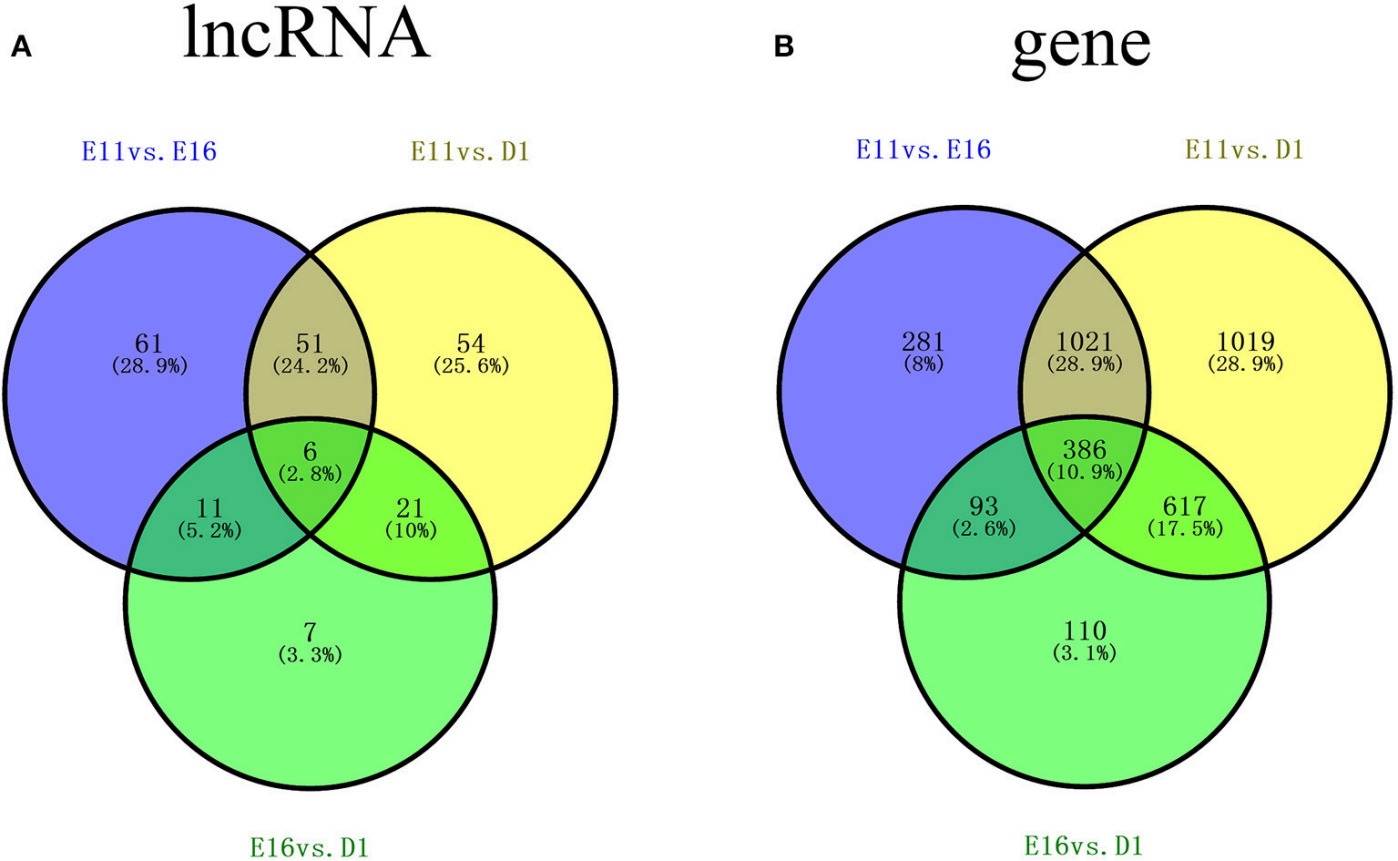
**Venn diagrams of differentially expressed lncRNAs (DE-lncRNAs) and differentially expressed genes (DEGs) showing comparisons of three stages of skeletal muscle development in the chicken (A)** Number of DE-lncRNAs for three comparisons: E11 vs. E16, E11 vs. D1, and E16 vs. D1. **(B)** Numbers of DEGs for three comparisons: E11 vs. E16, E11 vs. D1, and E16 vs. D1. E11, E16, and D1 indicate the developmental stages of skeletal muscle development: embryonic day 11, embryonic day 16, and 1 day after hatching, respectively.

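Between E11 and E16, the lists of the sarcomere, of calcium release, of the dystrophin complex and of energy metabolism had medians above those of random lists, and the lists of cell division, cartilage and limb patterning had medians below. In the authors' deposited table, 2135 Ensembl transcripts passed, of which 1223 (57.3%) rose and 912 fell. Of 35 measured genes of the sarcomere, 31 rose and 1 fell (MYL4), 31 and 1 when adjusted over the list alone, by the authors' deposited table. Among them were skeletal alpha-actin ACTA1 (FPKM 232 to 15838), fast troponins TNNC2 (FPKM 393 to 6003) and TNNT3 (FPKM 381 to 9813), and the Z disc protein MYOZ1 (FPKM 10.4 to 885), while MYL4 encodes a myosin light chain of embryonic muscle. For calcium handling and the neuromuscular junction, 14 rose, 14 when adjusted over the list alone, of 19 by the authors' deposited table, with calsequestrin CASQ2 (FPKM 95.7 to 1251), which stores calcium, and triadin TRDN (FPKM 4.74 to 233). In the dystrophin complex, which anchors the fiber to its matrix, 11 rose, 11 when adjusted over the list alone, of 17 by the authors' deposited table, with caveolin CAV3 (FPKM 7.33 to 184) and sarcospan SSPN (FPKM 18.2 to 146). Of 27 genes of glycolysis and glycogen 15 rose and 2 fell (PFKL, PYGB), 15 and 2 when adjusted over the list alone, by the authors' deposited table. GAPDH (FPKM 797 to 2739) and the muscle phosphofructokinase PFKM (FPKM 3.69 to 59.5) rose, and PFKL and PYGB encode the liver and brain forms. For oxidative phosphorylation 44 rose, 46 when adjusted over the list alone, of 51 by the authors' deposited table, among them COX4I1 (FPKM 213 to 757) of complex IV. In the tricarboxylic acid cycle 13 rose, 13 when adjusted over the list alone, of 19 by the authors' deposited table, with malate dehydrogenase MDH1 (FPKM 74.2 to 251), and in fatty acid oxidation 17 rose and 1 fell (ACAT2), 17 and 1 when adjusted over the list alone, of 26, with the fatty acid carrier FABP3 (FPKM 44.9 to 773) and the transporter CD36 (FPKM 6.49 to 118). Median log2 ratios were 3.56, 1.79, 1.78, 1.51, 1.36, 1.29 and 1.42 for these lists in this order, each above the random lists. Of 68 genes of the cell cycle 19 fell, 20 when adjusted over the list alone, by the authors' deposited table, among them topoisomerase TOP2A (FPKM 137 to 45.2) and GINS2 (FPKM 9.25 to 2.55) of the replication fork. Of 22 genes of limb patterning 1 rose (HOXC10) and 9 fell, 1 and 10 when adjusted over the list alone, by the authors' deposited table, with LMX1B (FPKM 13.0 to 0.829), which marks dorsal limb, and PRRX2 (FPKM 14.7 to 1.55) of limb mesenchyme, against HOXC10 (FPKM 25.7 to 64.3). Medians were -0.89 and -1.73, and -0.60 for DNA repair, where of 25 genes 5 fell (among them BARD1, EXO1, RPA1, RPA2), 5 when adjusted over the list alone, by the authors' deposited table. These lay below the random lists. In the extracellular matrix list, of 36 genes 14 rose and 7 fell, 14 and 7 when adjusted over the list alone, by the authors' deposited table, with a median of 0.72, above the random lists; the collagens COL3A1 (FPKM 633 to 2225) and COL6A3 (FPKM 50.1 to 285) rose. Of 19 myogenic regulators 6 rose, 6 when adjusted over the list alone, by the authors' deposited table, with MEF2A (FPKM 55.5 to 133) and MYF6 (FPKM 4.71 to 18.4), both transcription factors of muscle differentiation, and a median of 0.25, not apart from random lists. Among transcripts with a symbol, an FPKM of 10 or more at 1 stage and a value above 0 at both, at the top of the falls stood genes of kidney, gut or epithelium: APOB (FPKM 34.4 to 0.216), CALB1 (FPKM 36.6 to 0.264), SLC13A3 (FPKM 49.9 to 0.529), CYP24A1 (FPKM 10.4 to 0.119) and CDH1 (FPKM 10.5 to 0.195), with log2 fold changes of -7.32, -7.11, -6.56, -6.44 and -5.76 in the authors' deposited table. At a fold change of at least 4, 816 transcripts of the authors' deposited table pass in place of 2135.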

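Markers of other cell types moved over the same step from E11 to E16. Fat cell, endothelial and red cell markers stood higher at E16, and markers of cartilage, epidermis and kidney stood lower, beside the muscle genes above. Of 18 adipocyte markers 11 rose, 11 when adjusted over the list alone, by the authors' deposited table, led by the coat protein of lipid droplets PLIN1 (FPKM 0.196 to 63.6) on chromosome 10, by FABP4 (FPKM 5.97 to 712) and by RBP7 (FPKM 11.0 to 502). The median log2 ratio was 2.42. For endothelial markers 7 rose, 7 when adjusted over the list alone, of 15 by the authors' deposited table, with PECAM1 (FPKM 45.7 to 159), a contact protein of vessel walls, and a median of 0.94. For erythroid markers 5 rose (CA2, H1F0, HBAA, HPRT1, TFRC) and 2 fell (HBE, HBG1), 5 and 2 when adjusted over the list alone, of 15 by the authors' deposited table; HBE and HBG1 (FPKM 20.0 to 0.394) are globins of the embryo, whose reads can be shared between near-identical copies, and the median was 0.84. Of 18 nerve and Schwann cell markers 5 rose (among them MBP, PMP22, SOX10) and 8 fell, 5 and 9 when adjusted over the list alone, by the authors' deposited table: the myelin genes MBP (FPKM 1.86 to 297) and PMP22 (FPKM 19.8 to 179) rose, while the median of the list was -1.17. Of 16 cartilage markers 1 rose (COMP) and 11 fell, 2 and 11 when adjusted over the list alone, by the authors' deposited table, with the collagen COL11A1 (FPKM 173 to 61.9), the link protein HAPLN1 (FPKM 10.9 to 0.865) and a median of -1.71. Epidermal markers fell together: 11 fell, 12 when adjusted over the list alone, of 17 by the authors' deposited table, with desmoplakin DSP (FPKM 40.1 to 0.781), keratin KRT14 (FPKM 35.8 to 1.48) and a median of -4.97. Among 30 kidney markers 2 rose (AQP3, GATM) and 17 fell, 2 and 19 when adjusted over the list alone, by the authors' deposited table, with the salt transporter SLC12A1 (FPKM 9.19 to 0.0837) of the loop of Henle and, upwards, GATM (FPKM 37.0 to 1313), an enzyme of creatine synthesis. Their median was -3.51. The kidney list was written after the ends of Table S4 had been seen, so it is not independent evidence of its direction. Each of these lists lay apart from random lists. Not apart were bone (-0.69), tendon (-0.15) and leukocyte (0.26) markers, given as median log2 ratios, in which 4 fell (among them DLX5, PHEX, RUNX2), 4 when adjusted over the list alone, 2 rose (EGR1, FMOD) and 2 fell (KERA, MKX), 2 and 2 when adjusted over the list alone, and 1 rose (LY86) and 1 fell (CD4), 1 and 1 when adjusted over the list alone, by the authors' deposited table.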

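From E11 to D1 most measured genes of energy metabolism and of the sarcomere rose, and most of cell division fell. By the authors' deposited table, 3662 transcripts passed, 1979 upwards (54.0%) and 1683 downwards. Of transcripts with a symbol, an FPKM of 10 or more at 1 stage and a value above 0 at both, the largest rise was that of mitochondrial creatine kinase CKMT2 (FPKM 0.164 to 353) on chromosome Z, with a log2 fold change of 11.07 (q = 0.0036) in the authors' deposited table, followed by the muscle sodium channel SCN4A (FPKM 0.0824 to 43.5), PLIN1 (FPKM 0.163 to 82.7), the small heat shock protein HSPB7 (FPKM 0.549 to 211) and the glucocorticoid-induced factor KLF9 (FPKM 0.345 to 128). The deepest falls of such transcripts in the authors' deposited table were those of APOB (FPKM 28.6 to 0.0255), with a log2 fold change of -10.13, and of CALB1 (FPKM 30.4 to 0.171), DSP (FPKM 33.3 to 0.189), SLC13A3 (FPKM 41.5 to 0.283) and FBP1 (FPKM 27.0 to 0.226), genes of liver, epithelium or kidney. Of 51 genes of oxidative phosphorylation 49 rose, 49 when adjusted over the list alone, by the authors' deposited table, with COX6A1 (FPKM 108 to 1280.4) and UQCR11 (FPKM 30.3 to 664). In the tricarboxylic acid cycle 18 rose, 18 when adjusted over the list alone, of 19 by the authors' deposited table, with IDH3A (FPKM 35.4 to 559.8). In fatty acid oxidation 22 rose and 1 fell (ACAT2), 22 and 1 when adjusted over the list alone, of 26 by the authors' deposited table, with FABP3 (FPKM 37.3 to 2929) and CD36 (FPKM 5.39 to 426). For the sarcomere 30 rose and 2 fell (MYL4, TNNT2), 30 and 2 when adjusted over the list alone, of 35 by the authors' deposited table, with ACTA1 (FPKM 192 to 21146) and MYOZ1 (FPKM 8.62 to 1271). In calcium handling 14 rose and 1 fell (CHRNA1), 14 and 1 when adjusted over the list alone, of 19 by the authors' deposited table, in the dystrophin complex 12 rose, 12 when adjusted over the list alone, of 18, with dystrobrevin DTNA (FPKM 15.8 to 189.6), and in glycolysis and glycogen 19 rose and 1 fell (PFKL), 19 and 1 when adjusted over the list alone, of 27, with LDHA (FPKM 59.4 to 715). Median log2 ratios were 2.96, 2.89, 2.59, 3.69, 2.49, 2.07 and 2.46 in this order, each above the random lists. Of 68 cell cycle genes 61 fell, 62 when adjusted over the list alone, by the authors' deposited table, with the mitotic kinases CDK1 (FPKM 114 to 9.95) and PLK1 (FPKM 41.1 to 2.11), and of 25 repair genes 15 fell, 16 when adjusted over the list alone, with BRCA1 (FPKM 26.9 to 2.32), which mends double-strand breaks. Their medians were -2.78 and -1.63, below the random lists. In limb patterning 13 fell, 16 when adjusted over the list alone, of 22 by the authors' deposited table, with a median of -1.92. Of 22 genes of the response to hatching, fasting and glucocorticoids 13 rose and 1 fell (ANGPTL4), 14 and 2 when adjusted over the list alone, by the authors' deposited table, with the kinase PDK4 (FPKM 2.36 to 625), which spares glucose, SESN1 (FPKM 15.5 to 207) and a median of 2.04. Myogenic regulators went both ways: 6 rose and 5 fell (EYA2, MSC, MYOG, TCF12, TMEM8C), 6 and 5 when adjusted over the list alone, of 19 by the authors' deposited table, with a median of 0.53, not apart from random lists, and TMEM8C, which drives fusion of myoblasts, at an FPKM of 9.52 to 0.597. Markers of other cells moved as well: adipocyte, of 18, 10 rose and 1 fell (FASN), 11 and 2 when adjusted over the list alone (median 3.80, with the lipase PNPLA2 (FPKM 4.74 to 553)); cartilage, of 16, 2 rose (CHAD, COMP) and 12 fell, 3 and 13 when adjusted over the list alone (median -2.30), by the authors' deposited table. Kidney markers, of 27, 3 rose (AQP3, BBOX1, GATM) and 13 fell, 3 and 17 when adjusted over the list alone (median -3.79), and epidermal markers, of 17, 7 fell, 7 when adjusted over the list alone (median -4.69), by the authors' deposited table. Nerve and Schwann cell markers had a median of -2.69 and endothelial markers of 1.25; of 17 and 15, 5 rose (among them MBP, PMP22, S100B) and 7 fell, 5 and 8 when adjusted over the list alone, and 10 rose, 10 when adjusted over the list alone, by the authors' deposited table. Z-linked transcripts had a median of 0.37, against 0.01 for autosomal ones. At a fold change of at least 4, the authors' deposited table holds 1828 DEGs.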

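From E16 to D1, across hatching, the lists of energy metabolism and of the response to fasting and glucocorticoids had medians above random lists, that of cell division lay below, and that of the sarcomere was not apart. By the authors' deposited table, 1461 transcripts passed, 824 upwards (56.4%) and 637 downwards. For transcripts with a symbol, an FPKM of 10 or more at 1 stage and a value above 0 at both, the largest rises in the authors' deposited table were those of the calcium buffer parvalbumin pvalb1 (FPKM 0.786 to 134), with a log2 fold change of 7.42 (q = 0.00443), of the ubiquitin ligase adaptor KLHL38 (FPKM 0.261 to 21.2), of the chloride channel BEST3 (FPKM 0.346 to 20.5), of the titin-binding repeat protein ANKRD1 (FPKM 10.6 to 379.7) and of CHAC1 (FPKM 0.473 to 16.4), which degrades glutathione. The deepest falls of such transcripts in the authors' deposited table were those of nestin NES (FPKM 104 to 2.98), a filament protein of muscle precursors, with a log2 fold change of -5.12, of MAT1A (FPKM 176 to 5.38), which makes S-adenosylmethionine, of the opioid precursors PNOC (FPKM 36.2 to 1.37) and PENK (FPKM 97.1 to 5.91), and of the embryonic globin HBE1 (FPKM 58.4 to 3.56). Of 51 genes of oxidative phosphorylation 47 rose, 48 when adjusted over the list alone, by the authors' deposited table, with COX4I1 (FPKM 534 to 1407) and COX7C (FPKM 42.6 to 231). For the tricarboxylic acid cycle 16 rose, 16 when adjusted over the list alone, of 19 by the authors' deposited table, with IDH3A (FPKM 63.4 to 477) and pyruvate dehydrogenase PDHA1 (FPKM 63.4 to 377), for fatty acid oxidation 14 rose, 14 when adjusted over the list alone, of 26, with PDK4 (FPKM 42.3 to 533), and for glycolysis and glycogen 15 rose and 1 fell (ALDOC), 16 and 1 when adjusted over the list alone, of 27, with LDHA (FPKM 144 to 609) and the phosphorylase kinase PHKA1 (FPKM 6.08 to 49.3). Of 21 genes of the hatching and fasting list 11 rose, 11 when adjusted over the list alone, by the authors' deposited table, with SESN1 (FPKM 21.7 to 176), KLF9 (FPKM 3.76 to 109) on chromosome Z and the ubiquitin ligase of muscle wasting FBXO32 (FPKM 4.27 to 67.4). In calcium handling 7 rose, 7 when adjusted over the list alone, of 19 by the authors' deposited table, with the chloride channel CLCN1 (FPKM 1.03 to 27.3) and phospholamban PLN (FPKM 33.0 to 368). Median log2 ratios were 1.44, 1.62, 1.07, 1.12, 1.23 and 0.77 in this order, each above the random lists. In the sarcomere 3 rose (LMOD2, MYL3, SMPX) and 2 fell (MYL4, TNNT2), 6 and 2 when adjusted over the list alone, of 35 by the authors' deposited table, with a median of 0.37, not apart. TNNT2, the cardiac and embryonic troponin T, stood at an FPKM of 262 to 25.7 and MYL4 at 8.45 to 0.917, while ACTA1 at 11163 to 18026 did not pass. Of 68 cell cycle genes 48 fell, 55 when adjusted over the list alone, by the authors' deposited table, with CDK1 (FPKM 52.8 to 8.49), and of 25 repair genes 6 fell, 9 when adjusted over the list alone, with BRCA1 (FPKM 11.5 to 1.98). Their medians were -1.88 and -0.87, below the random lists, as was that of the extracellular matrix, -0.32, where of 36 genes 3 rose (ELN, FMOD, THBS1) and 3 fell (LUM, THBS2, VCAN), 3 and 4 when adjusted over the list alone, by the authors' deposited table, with THBS1 (FPKM 4.87 to 80.2) and LUM (FPKM 301 to 82.9). Markers of other cell types moved over this step too. Of 7 bone markers 2 fell (CTSK, MMP13), 2 when adjusted over the list alone (median -1.47), of 14 nerve and Schwann cell markers 3 fell (DCX, FABP7, NGFR), 5 when adjusted over the list alone (median -0.56), and of 15 liver markers 2 rose (APOA1, HPD) and 4 fell (AHSG, ALB, CPS1, LECT2), 2 and 5 when adjusted over the list alone (median -0.75), by the authors' deposited table, with these medians below the random lists. Of 8 tendon markers 1 rose (FMOD) and 3 fell (COL22A1, KERA, THBS4), 2 and 3 when adjusted over the list alone, by the authors' deposited table, with a median of 0.65, above the random lists, which reverses to -0.67, below them, at an FPKM of at least 5. Not apart were the medians of cartilage (-0.46; 2 rose (CHAD, COMP) and 3 fell (COL9A3, LECT1, PTH1R), 2 and 4 when adjusted over the list alone), endothelial (0.41; 2 rose (EMCN, VWF), 3 when adjusted over the list alone), erythroid (-0.29; 1 rose (TFRC) and 3 fell (HBAA, HBAD, HBE1), 1 and 5 when adjusted over the list alone), leukocyte (-0.52; 2 fell (CSF1R, MPEG1), 2 when adjusted over the list alone), adipocyte (0.32; 5 rose (ACACA, ADIPOQ, AGPAT2, GPD1, PNPLA2) and 2 fell (CIDEA, DGAT2), 5 and 2 when adjusted over the list alone), epidermal (-0.05; none passed the test, nor when adjusted over the list alone) and kidney (0.04; 2 rose (AQP3, BBOX1) and 1 fell (GATM), 2 and 1 when adjusted over the list alone) markers, by the authors' deposited table. Z-linked transcripts had a median of 0.31, against 0.04 for autosomal ones. The share of DEGs that rose falls to 49.2% at a fold change of at least 4, where 441 DEGs of the authors' deposited table are left, and at a q under 0.01 915 are left.

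**Figure D1:**
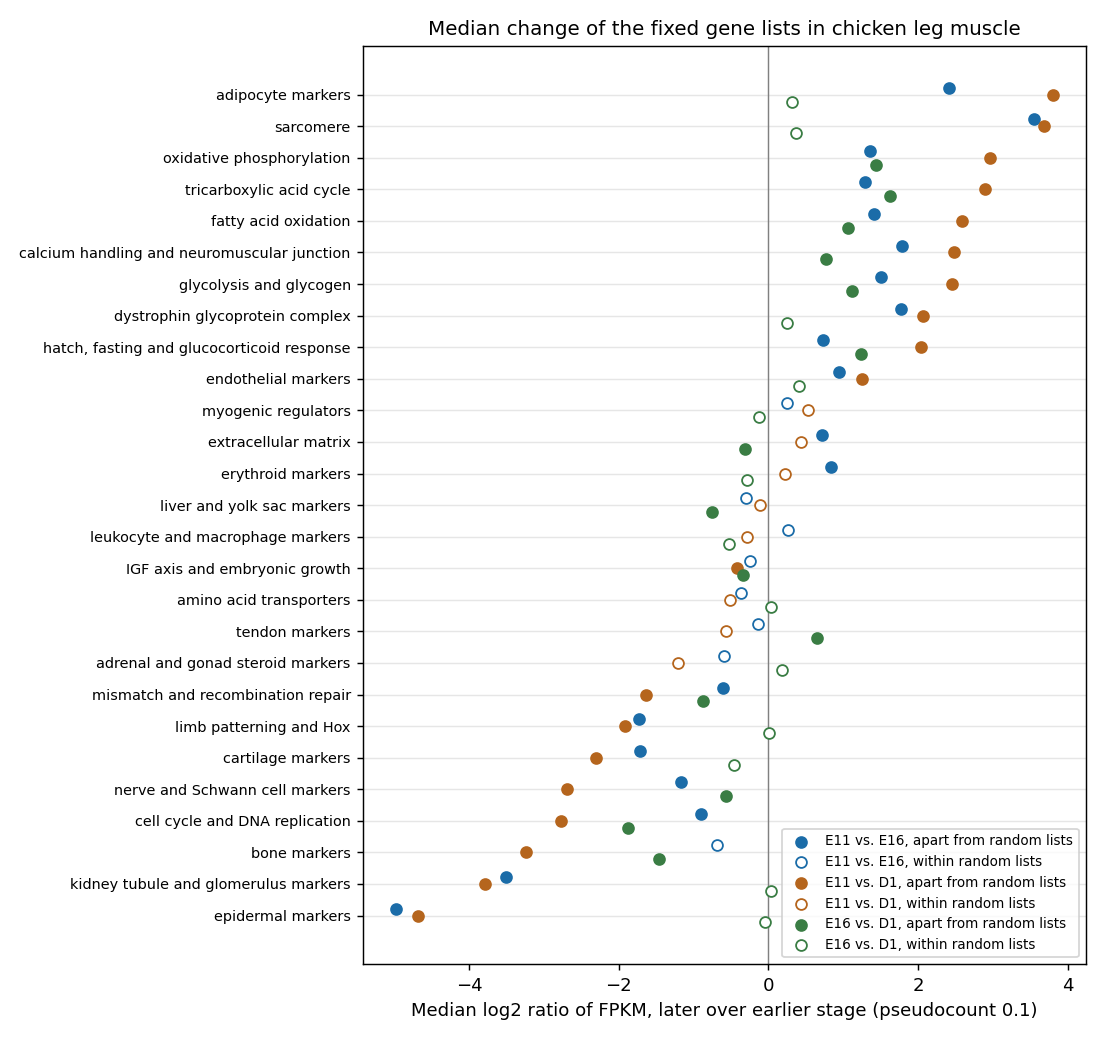
Median log2 ratio of later to earlier FPKM for the fixed gene lists (vertical axis) in the 3 comparisons. Points are list medians, and energy metabolism lies to the right of 0 and cell cycle to the left in every comparison.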

Comparisons of gene expression levels among the three developmental stages revealed that there were 1798 DEGs (*q* < 0.05; |(fold change)| ≥ 2) between E11 and E16 (E11 vs. E16), 3072 DEGs between E11 and D1 (E11 vs. D1), and 1211 DEGs between E16 and D1 (E16 vs. D1). Among these DEGs, 27, 50, and 5 genes were uniquely expressed in one of the two samples in the E11 vs. E16 (Table S4), E11 vs. D1 (Table S5), and E16 vs. D1 (Table S6) comparisons, respectively. Of these DEGs, 386 genes were detected in all three comparisons, whereas 281, 1019, and 110 genes were exclusively differentially expressed in E11 vs. E16, E11 vs. D1, and E16 vs. D1 comparisons, respectively (Figure 2B).

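Genes of kidney and epithelium were among the DEGs listed at an FPKM of 0 at E16, and a feather keratin among those listed at 0 at E11. For E11 vs. E16, the authors' deposited table holds 48 such DEGs, 30 at 0 at E16 and 18 at 0 at E11. At 0 at E16 were the keratin KRT18 (FPKM 11.1 at E11), the amino acid transporter SLC6A19 of kidney and gut (10.8), the phosphate transporter SLC34A1 (9.17) and the neurofilament NEFM (5.06). At 0 at E11 were the nociceptin precursor PNOC (FPKM 51.4 at E16) and, on chromosome 25, F-KER (3.09) and JAC (2.56). F-KER is a feather keratin, of a family whose members can share reads. For E11 vs. D1, the authors' deposited table holds 63, of which 57 were at 0 at D1, among them the sulfotransferase SULT1C (FPKM 45.8 at E11), transthyretin TTR (36.4), DPYS of pyrimidine breakdown (19.0) and the epithelial splicing factor ESRP2 (7.67). For E16 vs. D1, the authors' deposited table holds 12, 10 at 0 at D1, with F-KER (FPKM 2.16 at E16) and JAC (1.80) again among them, and 2 at 0 at E16, RAP2B (3.61 at D1) and the transcript ENSGALT00000027236 with no symbol. These genes were chosen after their values were seen. An entry of the spliceosomal RNA U5, which every cell needs, was also listed at 0 at E16, against an FPKM of 482 at E11. At D1 this entry stood at 0 as well, while another U5 entry was among the 10 most abundant. A listed 0 at 1 entry therefore does not show that the RNA was absent. Counted at an FPKM under 0.1 in place of 0, the authors' deposited table holds 119 such DEGs for E11 vs. D1.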

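Requiring a gene to pass in all 3 comparisons leaves out genes that reverse with a small net change from E11 to D1. Of the 423 genes that passed in all of them in the authors' deposited table, 298 rose from E11 to E16 and again from E16 to D1, and 100 fell at both steps. Among the steady risers, the log2 fold changes in the authors' deposited table were 7.63 and 3.44 for CKMT2, 4.40 and 3.66 for PDK4 and 3.68 and 4.86 for KLF9. Among the steady fallers they were -2.53 and -3.73 for keratocan KERA, a proteoglycan of tendon and cornea, and -3.13 and -1.61 for the growth factor receptor FGFR2. Another 21 rose and then fell, with log2 fold changes of 4.65 and -1.27 for CAV3, 2.24 and -5.04 for MAT1A and 5.15 and -2.77 for GATM in the authors' deposited table. Among genes that fell and then rose were thrombospondin THBS1 (-1.17 and 4.04), SLC25A15 and ALCAM, named after their values were seen. Genes that passed in 1 comparison in the authors' deposited table numbered 292 for E11 vs. E16, 1099 for E11 vs. D1 and 125 for E16 vs. D1. Independent lists would share 63.8 genes of the 10293 tested in all 3 comparisons. By direction, 845 genes rose and 636 fell in both E11 vs. E16 and E11 vs. D1 in the authors' deposited table, where independent lists would share 169 and 112. For E11 vs. E16 and E16 vs. D1 these were 296 and 99, with 75.7 and 34.1 for independent lists, while 91 rose and then fell (59.1 if independent) and 26 fell and then rose (43.6). For E11 vs. D1 and E16 vs. D1 they were 660 and 420, with 126 and 71.1. Each pair of comparisons shares the libraries of 1 stage, and a change from E11 to D1 is made up of both steps. The lists could therefore not be independent, and the values for independent lists are no baseline for a test. How much of an overlap comes from the shared libraries was not tested. At a q under 0.01, 273 genes pass in all 3 in the authors' deposited table.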

### lncRNA-gene interaction network construction

To address the question of how lncRNAs function in concert with their target genes (mRNAs) to regulate chicken muscle development, and to identify the key molecular players in this process, *cis*- and *trans*-targets of the differentially expressed lncRNAs were predicted, and the possible regulatory networks of interactions between lncRNAs and their target genes (mRNAs) were constructed. Previous studies have confirmed that lncRNAs regulate the expression of neighboring protein-coding genes through *cis*-acting mechanisms (Bu et al., 2012; Han et al., 2012). In addition, lncRNAs can regulate the expression of genes that are located on other chromosomes; such regulation is called *trans*-acting (Han et al., 2012). In the present study, bioinformatics analysis was used to predict potential *cis*- and *trans*-target genes of DE-lncRNAs, and further construct a lncRNA-gene interaction network between the DE-lncRNAs and their corresponding differentially expressed *cis*- and *trans*-target genes. Construction of the lncRNA-gene network consisted of three steps (Figure 3). Firstly, the genes within 300 kb upstream and downstream of the lncRNA were identified using the UCSC Genome Browser. Among these genes, those that were coexpressed with the lncRNA were classified as potential lncRNA *cis*-target genes. Secondly, BLAST and RNAplex software were used to identify *trans*-target genes. To narrow the field and improve the accuracy of target prediction, only those putative *trans*-target genes that were coexpressed with the lncRNAs were classified as *trans*-lncRNA target genes. Thirdly, Cytoscape was used to construct a lncRNA-gene interaction network based on the DE-lncRNAs and their corresponding differentially expressed *cis*- and *trans*-target genes. 

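Fast-fiber genes, kidney genes and genes of fatty acid oxidation lie among the targets in the E11 vs. E16 network. Table S7 links 81 lncRNAs with 128 genes, of which 68 rose and 60 fell in the authors' deposited table, and 50 of the lncRNAs rose. Sarcomere genes among the targets were MYL1, MYL3, TNNI2 and TNNT3, all of which rose. TNNI2, the fast troponin I, had an FPKM of 174 to 5014, and lnc00068445, 124 kb from it and linked to TNNT3 as well, of 3.88 to 8.30. MYL3, the slow myosin light chain, rose to an FPKM of 1334 at E16, and lnc00037615, 95.3 kb from it, fell (2.84 to 0.242). Of the kidney markers, CALB1, RHCG and SLC13A3 were targets and fell. CALB1 is linked to lnc00041806 (FPKM 2.07 to 0.166), 221 kb away, and SLC13A3 to lnc00042943 (FPKM 18.5 to 62.8). Of the limb patterning list HOXD4, PITX1 and SHOX were targets and fell, and of fatty acid oxidation ACADL, DECR1, ECHS1, HADHA and HADHB rose and ACAT2 fell, in the authors' deposited table. The network's trans links join lnc00037615 to CNDP1, a carnosine-splitting enzyme, and to TMEM26. These targets were taken as Table S7 gives them, with no new search for targets, and they were chosen by the study on these libraries.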

For the E11 vs. E16 comparison, the lncRNA-gene interaction network comprised 211 network nodes and 148 lncRNA-gene connections among 83 lncRNAs and 128 protein-coding genes (Figure 4, Table S7). For the E11 vs. D1 comparison, the lncRNA-gene interaction network comprised 305 network nodes and 242 lncRNA-gene connections among 102 lncRNAs and 203 protein-coding genes (Figure 5, Table S8). 

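In the E11 vs. D1 network, genes of DNA repair fell and genes of fuel use rose among the targets of DE-lncRNAs. Of 203 target genes in Table S8, 104 rose and 99 fell in the authors' deposited table; 54 of the 102 lncRNAs rose. Among targets on the repair list, ATAD5, FANCI, MSH6 and PARP1 fell. On the fatty acid oxidation list ACSL1, ECHS1, HADHA and PPARGC1A were targets and rose, with ACSL1 at an FPKM of 25.4 to 454. IL15, a cytokine that muscle makes, had an FPKM of 0.856 to 42.9 and is linked to 5 lncRNAs on chromosome 4, which rose too: lnc00064866 (0.297 to 3.27), lnc00064870 (0.558 to 6.47), lnc00064873 (0.315 to 4.31), lnc00064865 and lnc00064868. The loci of lnc00064870 and lnc00064873 overlap that of IL15, and both are listed as antisense, so their levels rest on fragments being told apart by strand or splicing. The water channel AQP4 (FPKM 0.387 to 32.4) of fast fibers rose beside lnc00041278 (0.328 to 1.85). The most widely linked lncRNAs were lnc00062282, with 7 targets that all rose, among them the cationic amino acid transporter SLC7A2 and the ceramidase ASAH1, and lnc00030473, also with 7, among them PECAM1, which rose, and the chromatin factor SUZ12. HOXD3, HOXD8 and LMX1B of the limb list fell in the authors' deposited table. The links are the paper's, chosen on these libraries.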

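Fuel and amino acid transport genes rose and a cannabinoid receptor gene fell among the targets of the E16 vs. D1 network. Of its 25 genes 11 rose and 14 fell in the authors' deposited table, and of its 20 lncRNAs 11 rose. The neutral amino acid transporters SLC38A2 (FPKM 26.7 to 157) and SLC38A4 (FPKM 1.51 to 13.8) rose beside lnc00009560 (FPKM 0.446 to 1.93). CNR1, the cannabinoid receptor, had an FPKM of 26.2 to 2.74, and lnc00058247, 58.8 kb from it, was at 1.52 at E16 and listed at 0 at D1. ENPP6, a choline phosphodiesterase, fell (FPKM 8.86 to 2.16) 212 kb from the rising lnc00061312 and lnc00061313. All 28 links of Table S9 are cis links, with a median distance of 74.3 kb.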

For the E16 vs. D1 comparison, the lncRNA-gene interaction network comprised 46 network nodes and 28 lncRNA-gene connections among 21 lncRNAs and 25 protein-coding genes (Figure 6, Table S9).

**Figure 3:**
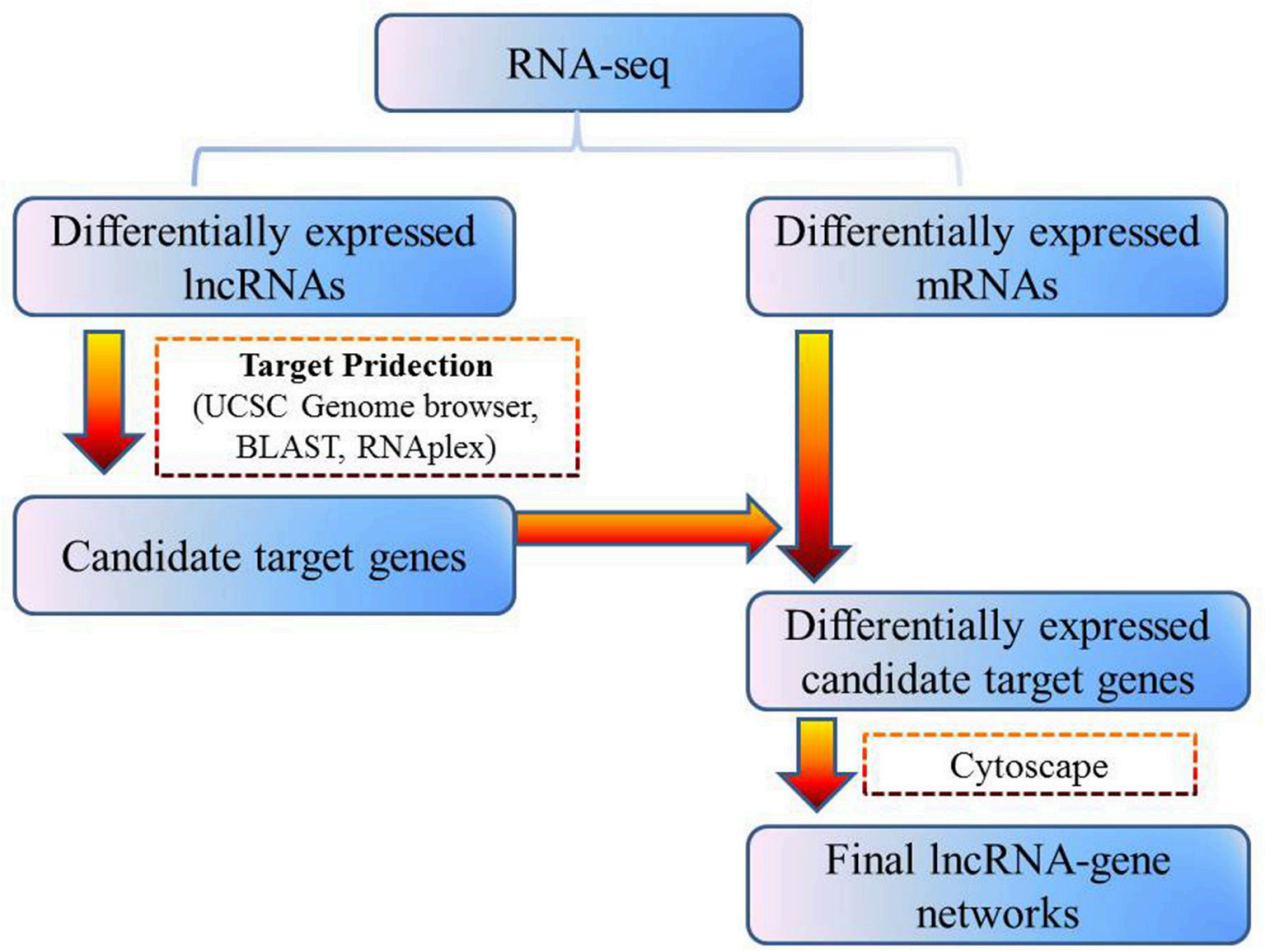
**Schematic of lncRNA-gene interaction network construction**.

**Figure 4:**
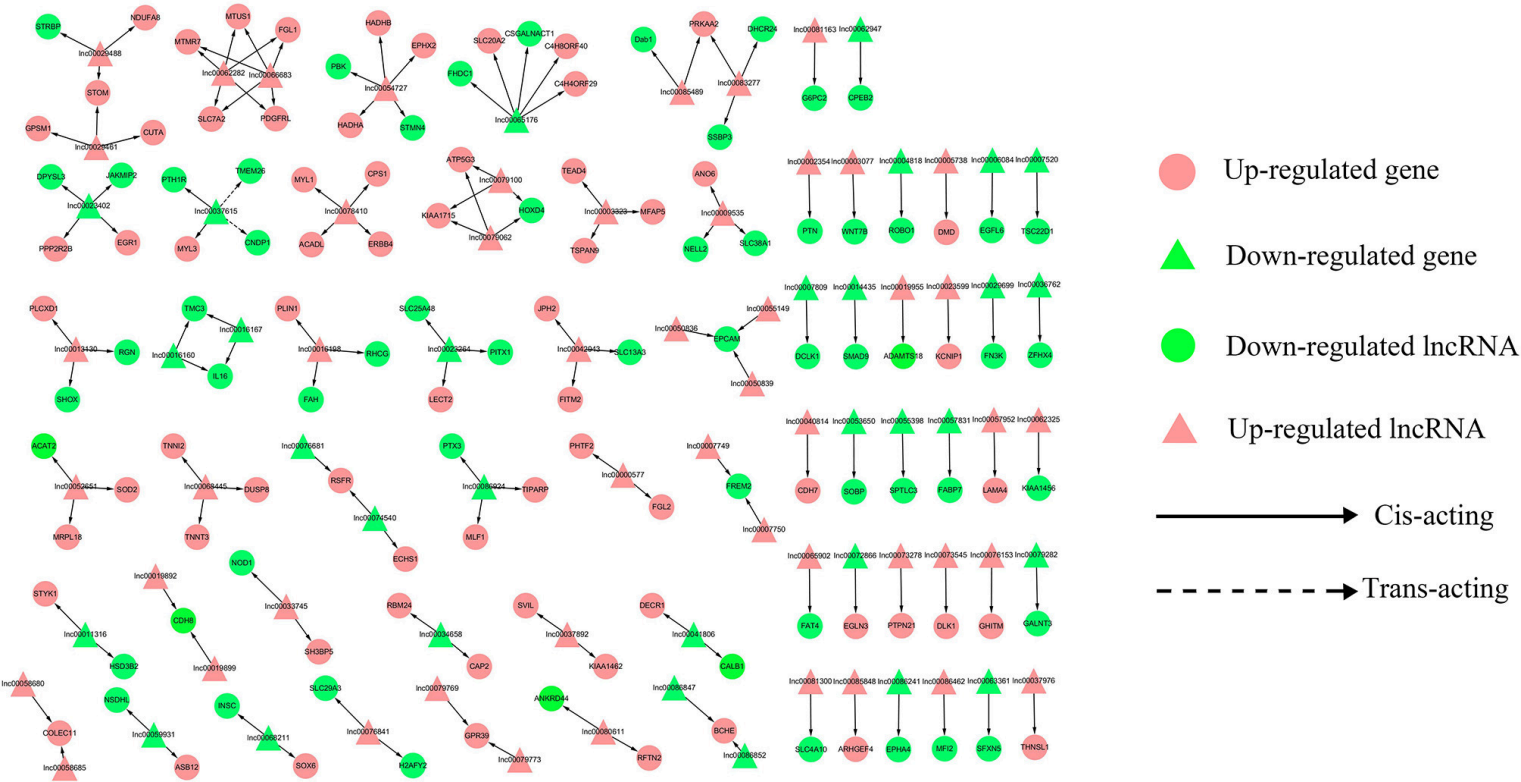
**LncRNA-gene network for comparison of E11 vs. E16**. E11 vs. E16, differentially expressed lncRNAs and their corresponding differentially expressed *cis*- and *trans*-target genes were used to construct a lncRNA-gene interaction network. In this network, up-regulated genes are displayed as pink circles, down-regulated genes are displayed as green circles, up-regulated lncRNAs are displayed as pink triangles, and down-regulated lncRNAs are displayed as green triangles. Solid lines represent the interactions between differentially expressed lncRNAs and their corresponding *cis* target genes, whereas the dashed lines represent interactions between differentially expressed lncRNAs and their corresponding *trans*-target genes.

**Figure 5:**
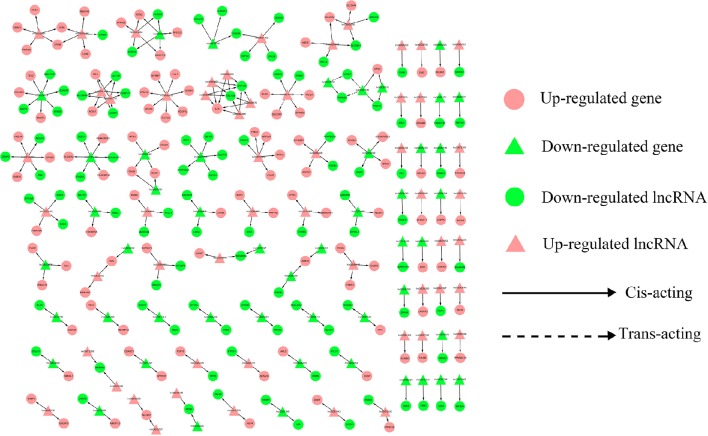
**LncRNA-gene network for comparison of E11 vs. D1**. E11 vs. D1, differentially expressed lncRNAs and their corresponding differentially expressed *cis*- and *trans*-target genes were used to construct a lncRNA-gene interaction network. In this network, up-regulated genes are displayed as pink circles, down-regulated genes are displayed as green circles, up-regulated lncRNAs are displayed as pink triangles, and down-regulated lncRNAs are displayed as green triangles. Solid and dashed lines represent the interactions between differentially expressed lncRNAs and their corresponding *cis*- and *trans*-target genes, respectively.

**Figure 6:**
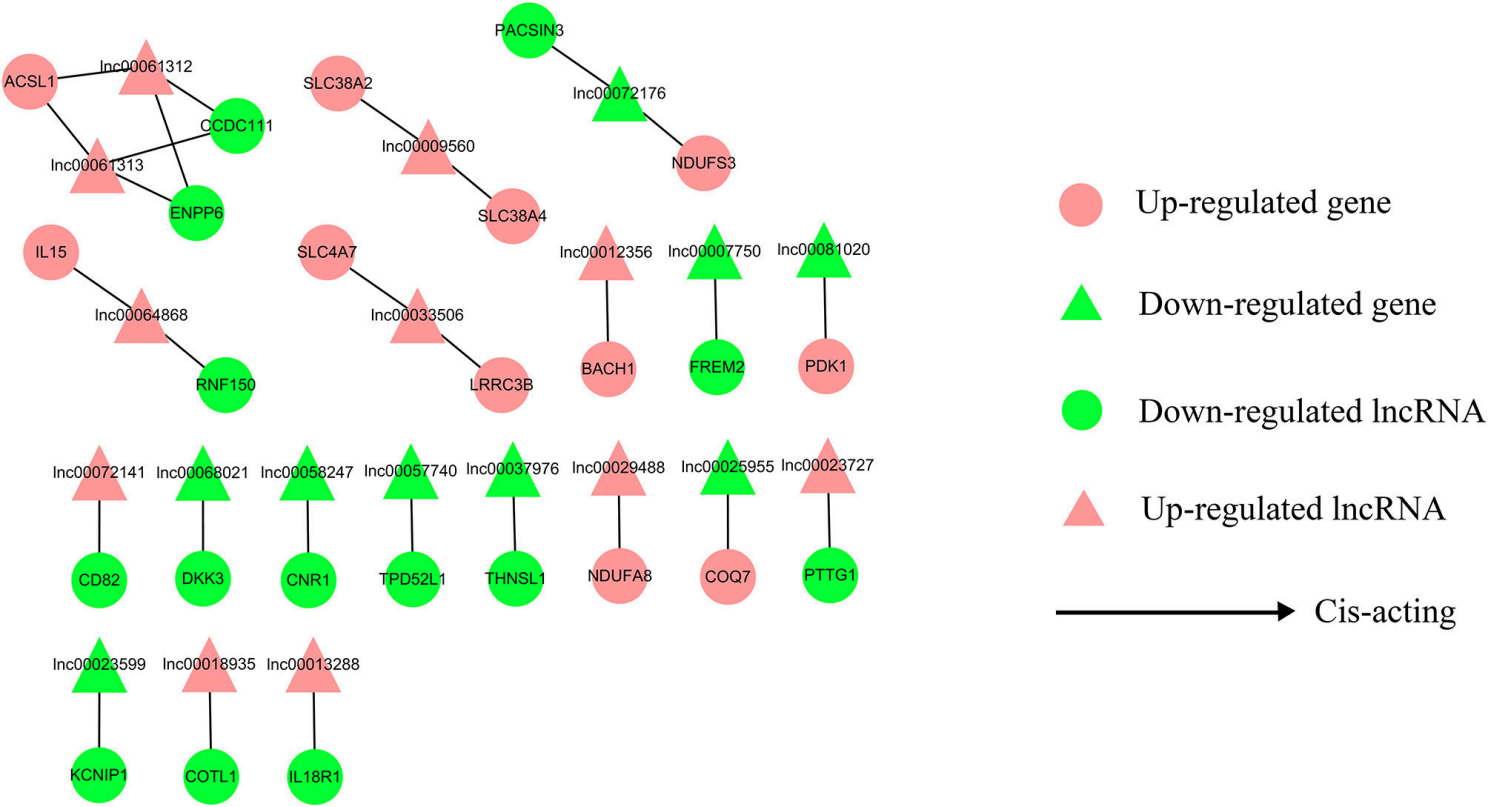
**LncRNA-gene network for comparison of E16 vs. D1**. E16 vs. D1, differentially expressed lncRNAs and their corresponding differentially expressed *cis*-target genes were used to construct a lncRNA-gene interaction network. In this network, up-regulated genes are displayed as pink circles, down-regulated genes are displayed as green circles, up-regulated lncRNAs are displayed as pink triangles, and down-regulated lncRNAs are displayed as green triangles. Solid lines represent the interactions between the differentially expressed lncRNAs and their corresponding *cis*-target genes.

We then analyzed the expression correlation between the network lncRNAs and their corresponding target genes. 

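Between E11 and E16, lncRNAs and their targets more often moved together than apart. Over the 148 connections, lncRNA and gene both rose in 60 and both fell in 32, and they went opposite ways in 56, by the directions in the authors' deposited table. Together upwards went PLIN1 and lnc00016198, 153 kb apart (lncRNA FPKM 0.193 to 1.56), and MYL1 with lnc00078410 (0.591 to 2.37). EPCAM (FPKM 31.6 to 0.63), an adhesion protein of epithelia, fell while lnc00055149, 96.9 kb before it, rose (0.412 to 2.04). Connections in which both moved the same way made up 62.2% (exact 95% binomial interval 53.8 to 70.0%). The exact binomial test against an even split gave p = 0.00386 (two-sided, 0.0116 adjusted over the 3 comparisons). A permutation test that reassigned the genes among the connections, which keeps how many lncRNAs and genes rose, gave p = 0.0097 (0.0291 adjusted) with 76.0 expected. Connections share lncRNAs and neighbourhoods, so they are not independent, and with 1 value per stage the sign is a direction of change and not a correlation across samples.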

In the network constructed from DE-lncRNAs and target genes identified from the E11 vs. E16 comparison, 92 lncRNA-gene connections were positively correlated, whereas another 56 connections were negatively correlated (Figure 4, Table S7). For the E11 vs. D1 comparison, 138 lncRNA-gene connections were positively correlated and 104 connections were negatively correlated (Figure 5, Table S8). 

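From E11 to D1 the balance was nearer to even. Both rose in 78 connections, both fell in 60, the lncRNA alone rose in 61 and the gene alone in 43, by the authors' deposited table. COL17A1, a collagen of epithelial anchorage, fell (6.39 to 0.0707 FPKM) with lnc00077638 (1.56 to 0.36), 91.4 kb before it. PENK fell (196 to 6.94) where lnc00036398 rose (2.46 to 8.97), and CDCA7L, a cell cycle gene, fell (37.2 to 7.60) where lnc00038424 rose (0.467 to 1.57). The share of connections moving together was 57.0% (exact binomial interval 50.5 to 63.3%), with p = 0.0337 from the exact binomial test (0.0505 adjusted over the comparisons) and p = 0.0365 from the permutation test (0.0547 adjusted). The exact binomial p was 0.0687 over the cis connections alone (133 of 237), and 0.0719 without the lncRNAs listed at 0 (118 of 209).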

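From E16 to D1 both rose in 9 connections, among them IL15 (FPKM 4.62 to 36.5) with lnc00064868 (FPKM 3.49 to 9.00) and ACSL1 (FPKM 80.9 to 387) with lnc00061312, and both fell in 7, among them CNR1 with lnc00058247, by the authors' deposited table. IL18R1, an interleukin receptor, fell (1.05 to 0.267) where lnc00013288 rose, and RNF150 fell (18.1 to 5.83) where lnc00064868 rose. The share moving together was 57.1% (exact binomial interval 37.2 to 75.5%), with an exact binomial p of 0.572 and a permutation p of 0.531, so no excess was detectable over 28 connections. Within 100 kb it was 13 of 16 (exact binomial p = 0.0213, permutation p = 0.0734).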

For the E16 vs. D1 comparison, 16 lncRNA-gene connections were positively correlated and 12 connections were negatively correlated (Figure 6, Table S9). Directionality analysis showed that for all three contrast networks, the number of positive correlations between lncRNA-gene pairs was higher than the number of negative correlations.

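For E11 vs. D1 and E16 vs. D1, near lncRNAs and genes moved together more often than distant ones, by a test that counts connections as independent. For E11 vs. E16 no such difference passed. Of cis connections within 100 kb, 46 of 66 for E11 vs. E16 and 64 of 95 for E11 vs. D1 had lncRNA and gene moving the same way in the authors' deposited table, and of those farther apart 44 of 80 and 66 of 135. For E16 vs. D1, 3 of 12 connections beyond 100 kb did. Two-sided Fisher's exact tests of near against far gave p = 0.0875, 0.00682 and 0.0061 for the comparisons in this order (0.0875, 0.0102 and 0.0102 adjusted), a test chosen after the data were seen. Connections share lncRNAs, loci and genes, so these p may be too small. For E16 vs. D1, lnc00061312 and lnc00061313 share a locus and the same 3 targets (ACSL1, CCDC111 and ENPP6), each counted for both. Pairs of called genes with no lncRNA among them also moved the same way more often within 100 kb (61.3, 54.5 and 60.1%) than beyond it, up to 300 kb (50.7, 51.1 and 56.1%), a difference not tested. TEAD4 is such a neighbour of lnc00003323, MYL3 lies within this distance of lnc00037615 and moved the other way, and lnc00064868 lies within it beside IL15. Median distances between lncRNA and cis target were 124 kb for E11 vs. E16 and 123 kb for E11 vs. D1.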

### Ingenuity pathway analysis

In total, 128, 203, and 25 DEGs that were also targets of DE-lncRNAs belonged to the E11 vs. E16, E11 vs. D1, and E16 vs. D1 comparison lncRNA-gene networks, respectively. To identify the functions of the DE-lncRNAs target genes and their potential network connections, we used IPA to determine which gene networks might be affected by these DE-lncRNAs target genes. For the E11 vs. E16 comparison, we identified a total of ten networks, and the top four were related to cancer, organismal injury and abnormalities, cell cycle, developmental disorders, hereditary disorders, metabolic disease, reproductive system disease, cellular development, cellular growth and proliferation, and connective tissue development and function (Figures 7A–D, Table 1). 

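The 4 networks mix genes that rose and genes that fell between E11 and E16. In the network of Figure 7A, 15 genes rose and 8 fell in the authors' deposited table. Among those that rose were the fibrinogen-like FGL2 (FPKM 0.587 to 9.59), the immediate early factor EGR1 (FPKM 11.0 to 43.4) and the fiber type factor SOX6 (FPKM 35.0 to 87.4), and PITX1 (FPKM 13.4 to 1.74), which sets hindlimb identity, fell. In that of Figure 7B 11 rose and 11 fell, by the authors' deposited table, with DECR1 (FPKM 53.3 to 159) of fatty acid oxidation and the laminin LAMA4 (FPKM 41.7 to 163) upwards and the glial fatty acid carrier FABP7 (FPKM 112 to 16.8) and EPHA4 (FPKM 12.6 to 2.82) downwards. Figure 7C holds 11 genes that rose and 9 that fell in the authors' deposited table, with the fast myosin light chain MYL1 (FPKM 442 to 5870.2) and supervillin SVIL (FPKM 136 to 276) against EGFL6 (FPKM 307 to 94.2) and the guidance receptor ROBO1 (FPKM 53.8 to 13.6). Figure 7D holds 7 upwards and 8 downwards in the authors' deposited table, with LECT2 (FPKM 1.14 to 20.8), the microfibril protein MFAP5 (FPKM 18.2 to 63.3) and ASB12 (FPKM 5.15 to 29.6) against HOXD4 (FPKM 3.14 to 1.01) and FAT4 (FPKM 82.8 to 37.8). Membership in these networks is the paper's, built from its own targets, and no network test was run here.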

In total, 23 (Figure 7A), 22 (Figure 7B), 20 (Figure 7C), and 15 (Figure 7D) DEGs belonged to these top four gene-gene networks. For the E11 vs. D1 comparison, 16 networks were identified and the top two were related to cell morphology, organ morphology, reproductive system development and function, embryonic development, organismal development, and tissue development (Figures 7E,F, Table 1). 

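The genes of these networks went both ways from E11 to D1. Of the genes of Figure 7E 12 rose and 10 fell in the authors' deposited table, with MYL3 (FPKM 66.4 to 3351), SVIL (FPKM 113 to 339) and the oxysterol carrier OSBP2 (FPKM 2.56 to 17.6) upwards and the lamin B receptor LBR (FPKM 67.8 to 21.9), the microtubule kinase DCLK1 (FPKM 7.81 to 0.721) and ROBO1 (FPKM 44.6 to 5.66) downwards. Of those of Figure 7F 8 rose and 11 fell in the authors' deposited table. PPARGC1A (FPKM 3.74 to 25.4), which drives the making of mitochondria, and MTUS1 (FPKM 5.21 to 21.9) rose, and the secreted NELL2 (FPKM 42.5 to 3.95), the ephrin receptors EPHA4 (FPKM 10.5 to 1.28) and EPHB6 (FPKM 5.54 to 0.997) and PAX3 (FPKM 0.78 to 0.0927), which marks muscle progenitors, fell.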

A total of 22 (Figure 7E), and 19 (Figure 7F) DEGs belonged to these top two gene-gene networks. In addition, for the E16 vs. D1 comparison, we identified a total of four networks, and the top two were related to nervous system development and function, cellular development, cellular growth and proliferation, developmental disorders, hereditary disorders, and ophthalmic disease (Figures 7G,H, Table 1). 

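These networks mix genes that rose and genes that fell from E16 to D1. Of the genes of Figure 7G 5 rose (ACSL1, IL15, PDK1, SLC38A2 and SLC4A7) and 6 fell in the authors' deposited table, the latter with securin PTTG1 (FPKM 13.7 to 4.08), which guards chromosome separation, the tetraspanin CD82 (FPKM 17.7 to 6.36) and the Wnt modulator DKK3 (FPKM 49.1 to 19.4). Of those of Figure 7H listed in bold in Table 3, 4 rose (COQ7, NDUFA8, NDUFS3 and SLC38A4) and 5 fell (COTL1, FREM2, KCNIP1, RNF150 and THNSL1) in the authors' deposited table. COQ7, an enzyme of ubiquinone synthesis, stood at an FPKM of 23.7 to 51.1, the potassium channel partner KCNIP1 at 10.2 to 1.40 and the actin-binding COTL1 at 190.1 to 74.1.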

A total of 11 (Figure 7G), and 10 (Figure 7H) DEGs belonged to these top two gene-gene networks.

**Figure 7:**
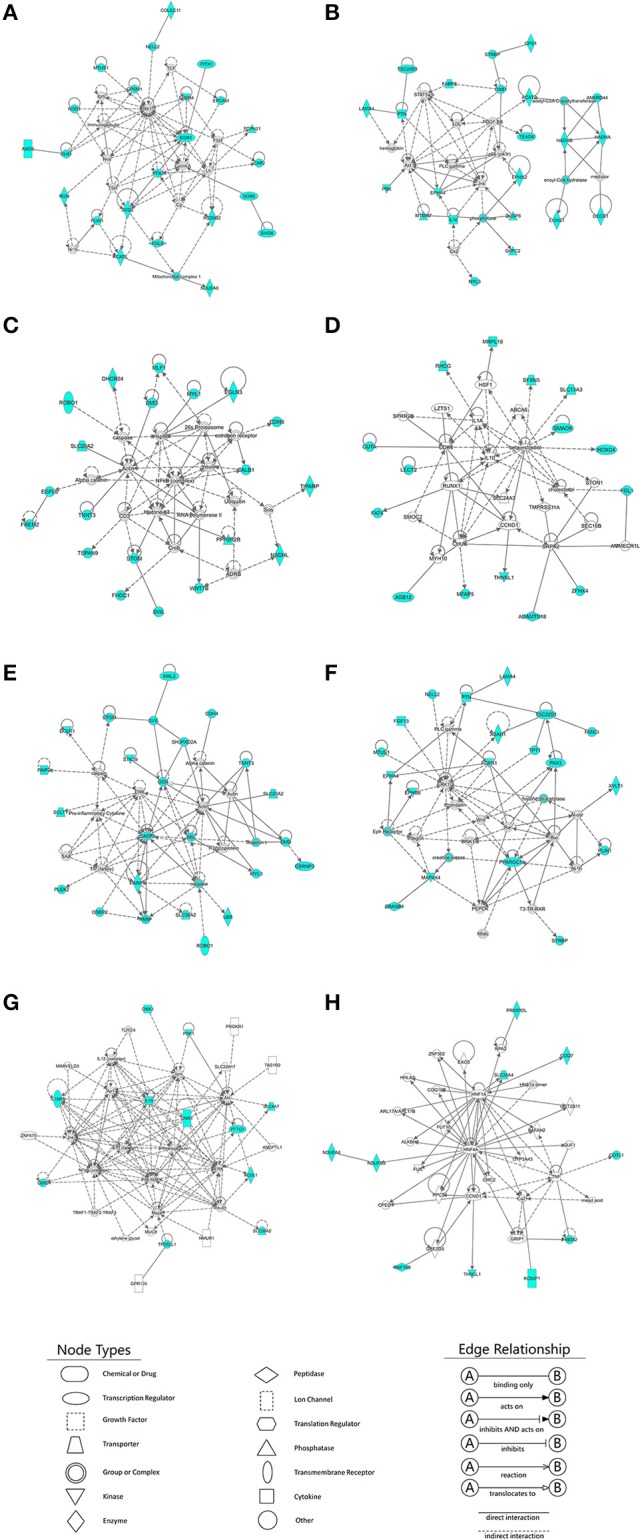
**Ingenuity Pathway Analysis (IPA) identification of gene networks affected by differentially expressed lncRNA (DE-lncRNA) target genes**. IPA online software was used to identify the gene-gene interaction networks, using differentially expressed DE-lncRNA target genes as input. **(A–D)** Four major gene networks identified for the E11 vs. E16 comparison. **(E,F)** Two major gene networks identified for the E11 vs. D1 comparison. **(G,H)** Two major gene networks identified for the E16 vs. D1 comparison. Nodes shaded in blue represent the DE-lncRNA target genes that are also involved in the IPA interaction network. White nodes represent transcription factors (as opposed to DE-lncRNAs target genes) that are associated with the regulation of some of these genes, based on the evidence stored in the IPA knowledgebase. Edges and nodes are annotated with labels that illustrate the nature of the relationship between the genes and their functions.

### GO and KEGG pathway analysis

We then conducted GO and KEGG pathway analyses to gain insight into the functions of DE-lncRNA target genes. GO analysis was done to uncover enriched (*q* < 0.01) biological process terms for each contrast. A total of 107 enriched GO terms, including 43 for E11 vs. E16 (Figure S1A, Table S10); 51 for E11 vs. D1 (Figure S1B, Table S11); and 13 for E16 vs. D1 (Figure S1C, Table S12), were identified. Among these terms, 71 were unique GO terms that each appeared only once among all three comparisons. 

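The terms of lysine, ornithine and arginine transport in Tables S10 and S11 have a count of 2 in the paper and list SLC7A2 2 times and no other gene. SLC7A2, which brings cationic amino acids into the cell, rose from E11 to E16 (FPKM 2.02 to 22.3, log2 fold change 3.47) and to D1 (log2 fold change 4.34) in the authors' deposited table. It lies on chromosome 4 from 62636730 to 62652254 of galGal4 and is linked to lnc00062282 (FPKM 0.871 to 4.94 from E11 to E16) and lnc00066683. On the list of 17 amino acid transporters, 4 rose (SLC38A3, SLC43A2, SLC6A6, SLC7A2) and 3 fell (SLC1A3, SLC1A4, SLC38A1), 4 and 3 when adjusted over the list alone, by the authors' deposited table, and the median log2 ratio of -0.37 was not apart from random lists. The genes of Tables S10, S11 and S12 with a symbol in the tables were 47, 70 and 14, of which 22, 28 and 8 rose in the authors' deposited table. Muscle maintenance and peptide biosynthesis rest on DMD in both tables. The genes behind a term were chosen by the study on these libraries, and no enrichment was tested here.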

Many of the GO terms that were enriched in more than one comparison were related to muscle maintenance, lysine transport, ornithine transport, arginine transport, and peptide biosynthesis. 

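Of the genes named here, the limb factors SHOX and LMX1B fell and the others rose. SHOX, a transcription factor of limb bone growth named under embryonic skeletal joint morphogenesis, fell from E11 to E16 (FPKM 6.15 to 1.44, log2 fold change -2.10) in the authors' deposited table. Under post-embryonic development, the mitochondrial superoxide dismutase SOD2 rose (FPKM 65.5 to 177, q = 0.000606) and so did TIPARP (FPKM 6.51 to 22.0), an enzyme of ADP-ribosylation, in the authors' deposited table. Under organ growth, the adrenergic receptor ADRA1B rose from E11 to D1 (FPKM 1.41 to 7.28) and LMX1B fell (FPKM 10.8 to 0.804) in the authors' deposited table. Their linked lncRNAs are lnc00013130 for SHOX, lnc00052651 for SOD2, lnc00086924 for TIPARP, lnc00023727 for ADRA1B and lnc00029028 for LMX1B.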

A total of seven DE-lncRNA target genes involved in muscle maintenance, embryonic skeletal joint morphogenesis, post-embryonic development and organ growth were identified in the E11 vs. E16, and E11 vs. D1 comparisons, including well-known genes that affect muscle growth, such as dystrophin (*DMD*) and delta like non-canonical notch ligand 1 (*DLK1*).

KEGG pathway analysis of DE-lncRNAs target genes was done to identify pathways that were enriched in DE-lncRNA target genes. For the E11 vs. E16, E11 vs. D1, and E16 vs. D1 comparisons, 18 (Table S13), 17 (Table S14), and one (Table S15) enriched pathways (*q* < 0.001) were detected, respectively. 

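Enzymes of mitochondrial fatty acid breakdown rose together from E11 to E16. HADHA and HADHB, the chains of the trifunctional protein, rose (FPKM 80.5 to 213 and 39.8 to 123), as did the long-chain dehydrogenase ACADL (58.8 to 257), in the authors' deposited table, with log2 fold changes of 1.40, 1.63 and 2.13. ACAT2, a cytosolic thiolase, fell (FPKM 31.1 to 8.77, log2 fold change -1.82) in the authors' deposited table. HADHA and HADHB lie next to each other and share lnc00054727, ACADL is linked to lnc00078410 and ACAT2 to lnc00052651. Across the pathways of Table S13, 7 of 13 genes rose and 6 fell in the authors' deposited table; among those that fell were NSDHL (6.79 to 2.21 FPKM) of sterol synthesis and FAH (10.3 to 0.442) of tyrosine breakdown. The genes of these pathways were selected by the study.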

For the E11 vs. E16 comparison, 11 DE-lncRNAs target genes played a role in the most significantly enriched pathways, including fatty acid metabolism, valine, leucine and isoleucine degradation, fatty acid elongation in mitochondria, and benzoate degradation via CoA ligation. In contrast, for the E11 vs. D1 comparison, the mitogen-activated protein kinase (MAPK) signaling pathway, mismatch repair, beta-Alanine metabolism, and chondroitin sulfate biosynthesis were identified as the most significantly enriched pathways, with 13 DE-lncRNAs target genes being associated with these pathways.

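MAPK signaling genes went both ways and the mismatch repair gene MSH6 fell from E11 to D1. Under MAPK signaling, the receptor FGFR1 (FPKM 31.7 to 14.6) and the kinase MAP4K4 (53.5 to 26.3) fell, and the kinase CHUK (11.1 to 25.8) and the phosphatase DUSP8 (4.38 to 26.5) rose, as did FGF13, in the authors' deposited table. MSH6, which helps to find mismatches, fell (FPKM 28.7 to 11.1) and is linked to lnc00055149. Under beta-Alanine metabolism, CNDP1 fell (1.17 to 0.121) and HADHA rose (66.9 to 488), and under chondroitin sulfate biosynthesis CSGALNACT1 (14.7 to 2.40) and XYLT1 (28.3 to 10.8), which build the sugar chains of cartilage matrix, fell in the authors' deposited table. Over Table S14 12 of 22 genes rose, and the pathway of Table S15, oxidative phosphorylation from E16 to D1, holds NDUFA8 (FPKM 37.4 to 115) and NDUFS3 (79.2 to 236), which rose in the authors' deposited table.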

### Verification of gene expression profiles using qRT-PCR

To confirm the accuracy and reproducibility of the DE-lncRNA and DEG expression levels obtained from RNA-seq, four well-known DE-lncRNA target genes that affect muscle development, including the TEA domain transcription factor 4 (*TEAD4*) (Jacquemin et al., 1996), *DMD* (Ghahramani et al., 2010), fibroblast growth factor 13 (*FGF13*) (Itoh and Ornitz, 2008), and *DLK1* (Andersen et al., 2013), and their corresponding lncRNA regulators, lnc00003323, lnc00005738, lnc00023378, and lnc00073545, were selected for real-time qRT-PCR validation. The qRT-PCR primers for these lncRNAs and genes are shown in Table 1. All four lncRNAs and their target genes had similar expression patterns in comparison to the RNA-seq data (Figure 8), indicating the reliability of our RNA-seq data.

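In the sequencing data, all 8 RNAs stood higher at the later stage of the comparison named. From E11 to E16, TEAD4 had an FPKM of 25.5 to 56.9 (log2 fold change 1.16, q = 0.000606) and lnc00003323 of 7.24 to 18.0 (log2 fold change 1.32, q = 0.00208) in the authors' deposited table. DMD, which encodes dystrophin, rose from 26.5 to 183 (log2 fold change 2.78) and lnc00005738 from 2.86 to 22.2 (log2 fold change 2.95, q = 0.00164) over the same step in the authors' deposited table. DLK1 rose from an FPKM of 5.25 to 12.6 (log2 fold change 1.26, q = 0.0377) and lnc00073545 from 0.24 to 1.17 (log2 fold change 2.29, q = 0.0268) in the authors' deposited table. Between E11 and D1, FGF13 rose from an FPKM of 5.24 to 26.1 (log2 fold change 2.32, q = 0.000453) and lnc00023378 from a listed 0 to 10.3 (q = 0.000453) in the authors' deposited table. The PCR values of Figure 8 were not analysed here.

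**Figure D2:**
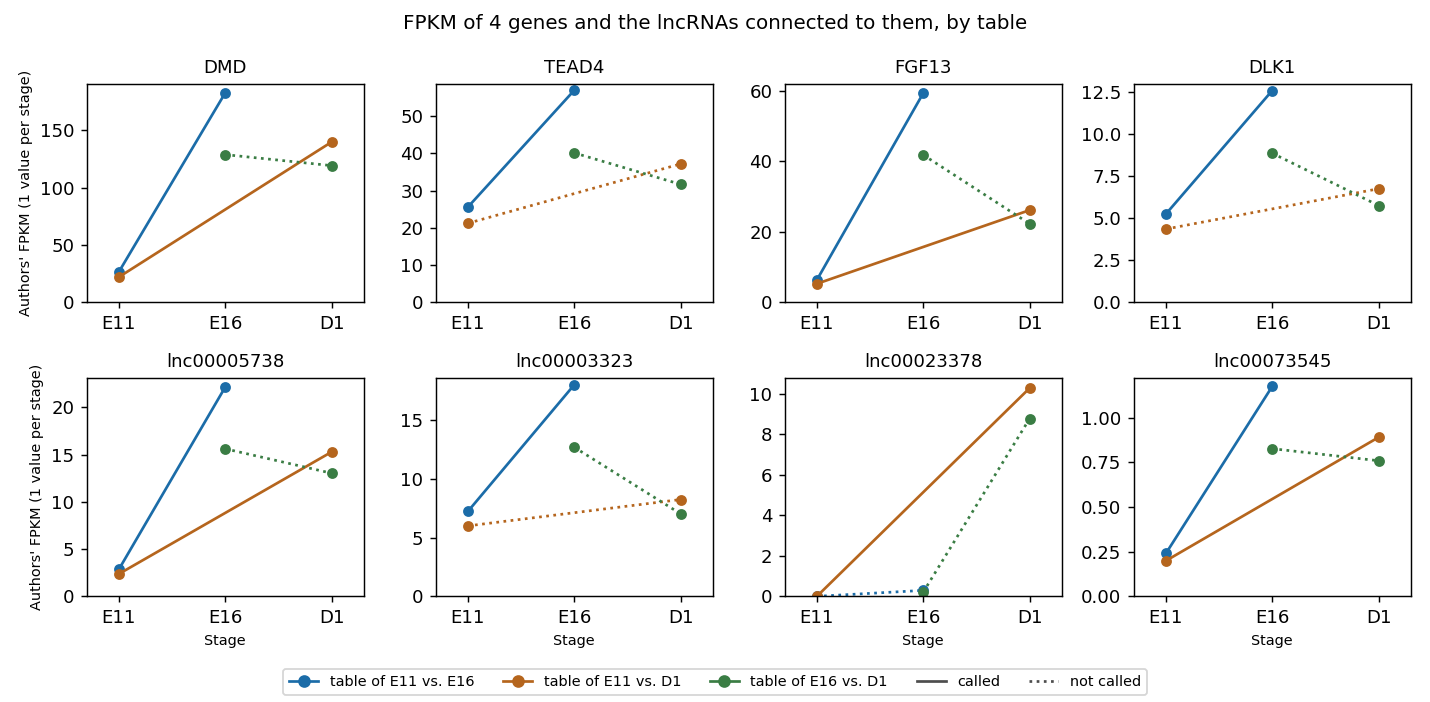
The authors' FPKM of the 4 genes and 4 lncRNAs at E11, E16 and D1, on the vertical axis of each panel. FGF13 stands highest at E16 and lnc00023378 at D1, and both stand higher at D1 than at E11. The other pairs stand higher at E16 than at E11.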

**Figure 8:**
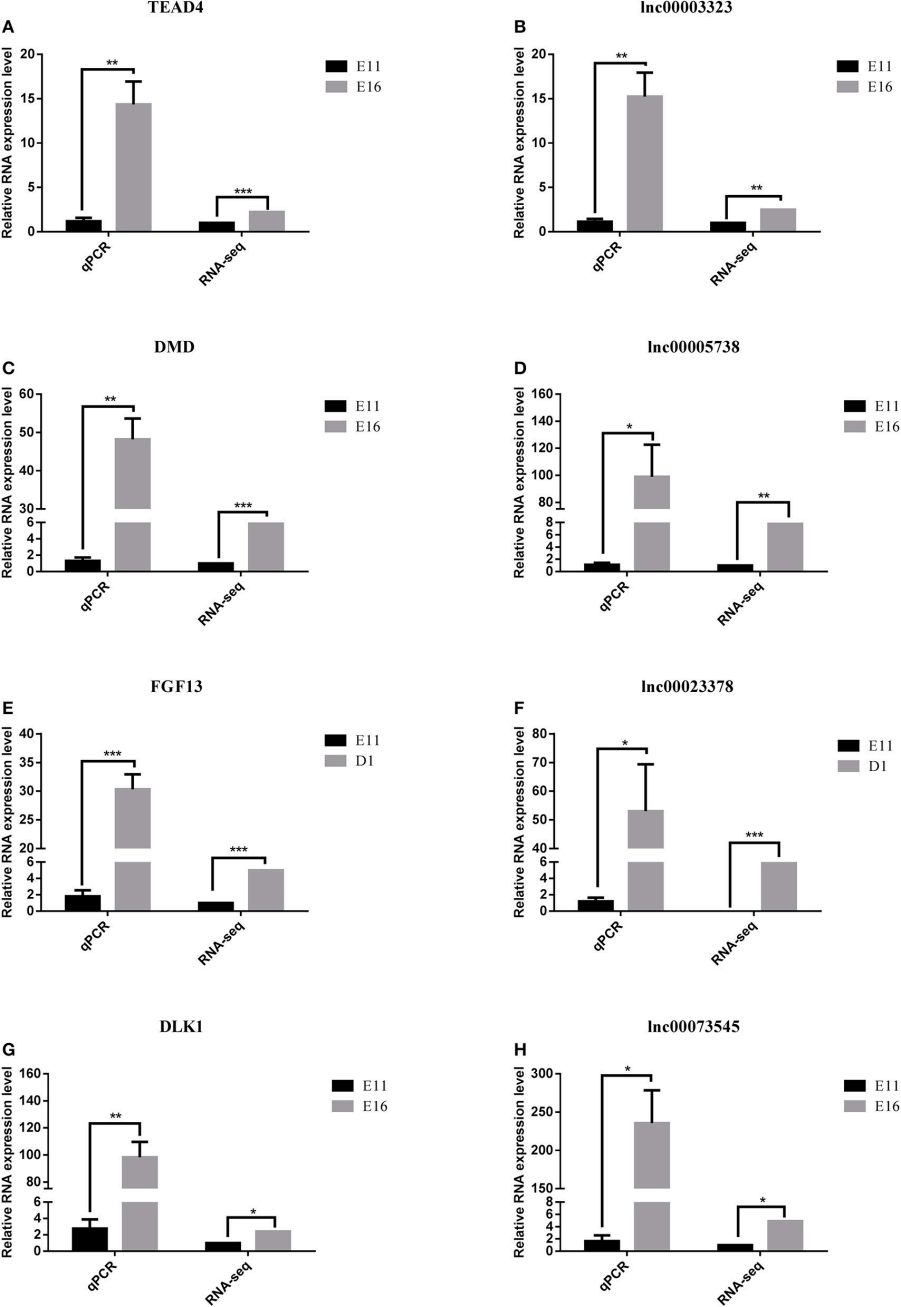
**Quantitative real-time PCR validation of differentially expressed lncRNAs and their corresponding target genes**. **(A)** The expression of TEAD4 was down-regulated in the E11 group compared with that in the E16 group. **(B)** The expression of lnc00003323 was down-regulated in the E11 group compared with that in the E16 group. **(C)** The expression of DMD was down-regulated in the E11 group compared with that in the E16 group. **(D)** The expression of lnc00005738 was down-regulated in the E11 group compared with that in the E16 group. **(E)** The expression of FGF13 was down-regulated in the E11 group compared with that in the D1 group. **(F)** The expression of lnc00023378 was down-regulated in the E11 group compared with that in the D1 group. **(G)** The expression of DLK1 was down-regulated in the E11 group compared with that in the E16 group. **(H)** The expression of lnc00073545 was down-regulated in the E11 group compared with that in the E16 group. RNA expression levels were determined by RT-qPCR analysis. Data are shown as means ± S.E.M. of at least three biological replicates. Asterisks denote statistically significant differences. ^*^, ^**^, and ^***^ indicate *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively.

## Discussion

Over the past few years, many studies have demonstrated pervasive transcription across 70–90% of mammalian genomes (Wang and Chang, 2011; Derrien et al., 2012). Surprisingly, <2% of the genome encodes protein-coding genes, indicating that non-coding RNAs comprise the majority of the transcriptome. Based on their length, non-coding transcripts can generally be divided into two major classes. Small non-coding RNAs have been relatively well-characterized, and include piRNAs, small interfering RNAs (siRNAs), microRNAs (miRNAs), and some bacterial regulatory RNAs (Fatica and Bozzoni, 2014). In contrast, lncRNAs can vary in size from 200 bp to 100 kb, and have been implicated in imprinting control (Lee and Bartolomei, 2013), cell differentiation and development (Dong et al., 2014), and skeletal muscle growth (Kallen et al., 2013). However, the function of lncRNAs in chicken muscle development remains unclear. In the present study, Illumina high-throughput sequencing was performed to provide an extensive lncRNA and gene expression profile in the previously unexamined chicken leg skeletal muscle at stages E11, E16, and D1. Multiple comparisons of lncRNA and gene transcript levels allowed us to identify 129, 132, and 45 lncRNAs, and 1798, 3072, and 1211 genes that were differentially expressed in the E11 vs. E16, E11 vs. D1, and E16 vs. D1 comparisons, respectively. Li et al. have been reported in their study the first systematic identification of lncRNAs during the development of the chicken pectoralis muscle (Li T. et al., 2012). Using RNA-seq to sample the transcriptome, they successfully identified 281 new intergenic lncRNAs in the chicken genome. However, they did not identify the targets of lncRNAs or clarify their potential functions.

LncRNAs exert their effects by targeting protein-coding genes. There is accumulating evidence to suggest that lncRNAs are important factors that control gene expression through both *cis* and *trans*-acting regulatory mechanisms (Han et al., 2012). To gain insight into how interactions between lncRNAs and their target genes regulate muscle development, interaction networks composed of DE-lncRNAs and their predicted *cis*- and *trans*-acting targets were constructed. The information about the direction (sense or antisense) of lncRNA transcripts are presented in the Tables S1–S3, S7–S9. 

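Sense and antisense lncRNAs did not differ detectably in how often they moved with their targets. For E11 vs. E16, 57 of the cis connections of sense lncRNAs moved together and 32 did not (64.0% together), against 33 and 24 of antisense ones (57.9%), by the authors' deposited table. For E11 vs. D1 the shares were 59.0% for sense and 54.0% for antisense, and for E16 vs. D1 6 sense and 10 antisense connections moved together and 5 and 7 did not. Two-sided Fisher's exact tests gave p = 0.489, 0.508 and 1 (0.762, 0.762 and 1 adjusted over the comparisons). Among sense lncRNAs, lnc00068445 rose with TNNI2 and TNNT3 and lnc00042943 rose where SLC13A3 fell, and among antisense ones, lnc00041806 fell with CALB1 and lnc00037615 fell where MYL3 rose.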

There is not a correlation between sense *cis*-acting lncRNA and gene activation or antisense *cis*-acting lncRNA and gene silencing based on data presented in Tables S7–S9. 54.03% of *cis*-acting lncRNAs is located in the upstream of their corresponding target genes, while 45.48% of *cis*-acting lncRNAs is located in the downstream of their corresponding target genes, and only 0.49% of *cis*-acting lncRNAs is located in their target genes body. 

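By coordinates, the lncRNA lay before its target in 216 of 411 cis connections of Tables S7 to S9 (52.6%, exact 95% binomial interval 47.6 to 57.5%) and after it in 186 (45.3%). In 2 the loci of gene and lncRNA overlapped, IL15 with lnc00064870 and with lnc00064873, and in 7 they were on different chromosomes (1.70%). These are FGF13 with lnc00023378, FAHD1 with lnc00016198, YPEL1 with lnc00027452, NBEAL1 with lnc00007809, NEGR1 with lnc00023402 and SLC25A48 with lnc00061312 and lnc00061313, all of the E11 vs. D1 network. SCN3A lies 649.5 kb from lnc00081163 and CDCA7L 312 kb from lnc00038424, beyond the 300 kb of the search. No strand of the genes was used here, so before and after follow the coordinates and not the direction of transcription.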

Using IPA system, the function of lncRNA target genes were identified. Among three contrasts (E11 vs. E16, E11 vs. D1, E16 vs. D1), the lncRNA target genes of E11 vs. E16 comparisons were independently enriched in “cancer,” “organismal injury and abnormalities,” “cell cycle,” and “connective tissue development and function”; whereas the lncRNA target genes of E11 vs. D1 comparisons were independently enriched in “cell morphology,” “organ morphology,” “embryonic development,” “organismal development,” and “tissue development”; and the lncRNA target genes of E16 vs. D1 comparisons were independently enriched in “nervous system development and function” and “ophthalmic disease” (Table 3).

**Table 3:** **Summary of the most highly represented networks generated by IPA analysis**.

**Data**	**ID**	**Molecules in networks**	**Score**	**Focus gene**	**Top functions**
E11 vs. E16	1	**ACADL**; **ANO6**; **CAP2**; **COLEC11**;, Cg; Cyclin A; **DLK1**; **EGR1**; **EPCAM**; **ERBB4**; ERK1/2; **FGL2**; FSH; **GPSM1**; **HSD3B2**; Igm; Immunoglobulin; Lh; **MTUS1**; Mitochondrial complex 1; **NDUFA8**; **NELL2**; **NOD1**; Nos; Nr1h; **PITX1**; **PLIN1**; **PTPN21**; **PTX3**; **RGN**; **SHOX**; **SOD2**; **SOX6**; TCF; TSH	45	23	Cancer, organismal injury and abnormalities, cell cycle
	2	**ACAT2**; **ANKRD44**; Akt; **CPS1**; Ck2; **DAB1**; **DECR1**; **DUSP8**; **ECHS1**; **EPHA4**; **EPHX2**; **FABP7**; **G6PC2**; **HADHA**; **HADHB**; **IL16**; Jnk; **LAMA4**; LDL; **MTMR7**; **MYL3**; **PBK**; PDGF BB; PLC gamma; **PTN**; STAT5a/b; **STRBP**; **TEAD4**; **TSC22D1**; acetyl-CoA C-acetyltransferase; enoyl-CoA hydratase; hemoglobin; mediator; p85 (pik3r); phosphatase	45	22	Developmental disorder, hereditary disorder, metabolic disease
	3	26s Proteasome; ADRB, Actin; Alpha catenin; **CALB1**; CD3; **CDH8**; Creb; **DHCR24**; **DMD**; **EGFL6**; **EGLN3**; **FHDC1**; **FREM2**; Histone h3; Hsp90; Insulin; **MLF1**; **MYL1**; NFkB (complex); **NSDHL**; **PPP2R2B**; RNA polymerase II; **ROBO1**; **SLC20A2**; **STOM**; **SVIL**; Sos; **TIPARP**; **TNNT3**; **TSPAN9**; Ubiquitin; **WNT7B**; caspase; estrogen receptor	39	20	Cancer, organismal injury and abnormalities, reproductive system disease
	4	ABCA6; **ADAMTS18**; AMMECR1L; **ASB12**; CCND1; CDK1; CHUK; **CUTA**; **FAT4**; **FGL1**; **HOXD4**; HSF1; IL10; IL1A; **LECT2**; LZTS1; **MFAP5**; **MRPL18**; MYH10; **RHCG**; RUNX1; SEC16B; **SFXN5**; **SLC13A3**; SLC24A3; **SMAD9**; SMOC2; SPRR2B; SRPK2; STON1; **THNSL1**; TMPRSS11A; **ZFHX4**; beta-estradiol; cholesterol	27	15	Cellular development, cellular growth and proliferation, connective tissue development and function
E11 vs. D1	5	Actin; Alpha catenin; **CASP3**; **CDH4**; **CSRNP3**; **DCLK1**; **DMD**; ERK; F Actin; **GSN**; **LBR**; **MKL2**; **MYL3**; Mlc; **OSBP2**; P glycoprotein; **PAIP2**; PARP; **PARP1**; **PLEK2**; Pro-inflammatory Cytokine; **ROBO1**; SAA; **SCLT1**; **SH3PXD2A**; **SLC20A2**; **SLC38A2**; **STK39**; **STOM**; **SVIL**; **TNNT3**; Tnf (family); Troponin t; calpain; caspase	36	22	Cell morphology, organ morphology, reproductive system development and function
	6	**ASAH1**; **EPHA4**; **EPHB6**; ERK1/2; Eph Receptor; **FANCI**; **FGF13**; **FGFR1**; Integrin; JINK1/2; **LAMA4**; **MAP4K4**; **MTUS1**; N-cor; **NELL2**; Nfatc; Nr1h; **PAX3**; PEPCK; PLC gamma; **PLIN1**; **PPARGC1A**; **PTN**; Proinsulin; Rar; Rxr; **STRBP**; T3-TR-RXR; **TPT1**; **TSC22D1**; Wnt; **XYLT1**; **ZRANB1**; creatine kinase; histone deacetylase	33	19	Embryonic development, organismal development, tissue development
E16 vs. D1	7	**ACSL1**; ANGPTL1; Akt; Ap1; **CD82**; **CNR1**; **DKK3**; ERK; GPR135; IL12 (complex); IL12 (family); **IL15**; **IL18R1**; Igm; Immunoglobulin; Insulin; Jnk; MARVELD3; MUC8; Mapk; NFkB (complex); NMUR1; P38 MAPK; **PDK1**; PROKR1; **PTTG1**; SLC22A17; **SLC38A2**; **SLC4A7**; TAS1R2; TLR3/4; **TPD52L1**; TRAF1-TRAF2-TRAF3; ZNF675; ethylene glycol	27	11	Nervous system development and function, cellular development, cellular growth and proliferation
	8	ALKBH6; ARL17A/ARL17B; CCND1; CMC2; COQ10B; **COQ7**; **COTL1**; CPED1; CYP3A43; Ca2+; EXO5; **FREM2**; FUK; FUT10; GRIP1; GUF1; HHLA2; HNF1A; HNF1α dimer; HNF4A; **KCNIP1**; **NDUFA8**; **NDUFS3**; PAFAH2; PPCS; PRIMPOL; **RNF150**; RPA2; **SLC38A4**; **THNSL1**; TNF; UBE2D3; UGT2B11; ZNF502; mead acid	23	9	Developmental disorder, hereditary disorder, ophthalmic disease

*Gene symbols written in **bold** font indicate that the respective genes are DE-lncRNA target genes*.

Based on the lncRNA-gene interaction networks, *TEAD4* is predicted to be a target of lnc00003323. Moreover, the *TEAD4* gene plays an important role in the gene-gene network that is involved in developmental disorders and metabolic disease (Figure 7B). To our knowledge, prior to this analysis, no reports existed concerning the association between *TEAD4* and lncRNA. TEAD4 is a transcription factor that has a conserved TEA/ATTS DNA-binding domain, which recognizes the MCAT element in the promoters of muscle-specific genes (Benhaddou et al., 2012). In mouse embryos, *TEAD4* is specifically expressed in developing skeletal muscle tissue (Jacquemin et al., 1996). A previous study demonstrated that *TEAD4* is a direct target gene of the MYOD1 and MYOG transcription factors in the mouse C2C12 cell line (Jacquemin et al., 1996). In mouse 2-cell embryos, ablation of the mouse *TEAD4* gene leads to lack of trophectoderm specification and early preimplantation lethality (Benhaddou et al., 2012). Moreover, *TEAD4* is an important regulator of proliferation and organ size that plays a role in the Hippo signaling pathway of both *Drosophila* and mammalian cells (Zhao et al., 2010). The aforementioned studies indicate that *TEAD4* in particular, is an important regulator of muscle development. In the present study, *TEAD4* was expressed at higher levels at stage E16 than at stage E11, in skeletal muscles of the leg (Figure 8A). 

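TEAD4 lies on chromosome 1 from 74983936 to 75071914 of galGal4 (ENSGALT00000023169, the most abundant of its 3 transcripts in the tables). Its rise over this step was 2.23-fold in the authors' deposited table. At D1 it did not differ detectably from E11 (FPKM 21.2 to 37.1, log2 fold change 0.81, q = 0.0886) or from E16 (FPKM 40.1 to 31.7, q = 0.66) in the authors' deposited table. Of the factors the paper names with it, MYOD1 had an FPKM of 54.2 to 81.5 from E11 to E16, which did not pass (q = 0.0886), and rose from E11 to D1 (log2 fold change 1.36), while MYOG fell from E11 to D1 (14.2 to 1.72) and from E16 to D1 (10.7 to 1.47), in the authors' deposited table. MYF5 rose from E11 to E16 (FPKM 1.02 to 3.27).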

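lnc00003323 lies on chromosome 1 from 75124713 to 75142396, after TEAD4 by coordinates, and 52.8 kb from it. It is listed as a sense lncRNA. Between E11 and D1 it had an FPKM of 6.01 to 8.25 (q = 0.421) and from E16 to D1 of 12.7 to 7.04 (q = 0.128), and neither passed in the authors' deposited table.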

The predicted regulatory lncRNA, lnc00003323, could control the expression of *TEAD4* via *cis*-acting mechanisms, and is expressed at higher levels in skeletal muscle at stage E16 than at stage E11 (Figure 8B). Authors of a previous study have suggested that lncRNAs could activate the transcription of nearby genes in *cis* by recruiting remodeling factors to local chromatin (Luo et al., 2015). The positive relationship between lnc00003323 and *TEAD4* observed in the present study indicates that lnc00003323 targets *TEAD4* via *cis*-acting mechanisms to regulate skeletal muscle development in the chicken.

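TEAD4 is one of several genes near lnc00003323, and from E11 to E16 each of these that passed rose, as the lncRNA did. The nearest, FOXM1, a driver of cell division 5.55 kb from the lncRNA, stood at an FPKM of 29.2 at E11 and 15.2 at E16, under the fold threshold, and fell by 2.83 on the log2 scale from E11 to D1, where lnc00003323 did not pass, in the authors' deposited table. ITFG2, 15.3 kb away, rose from an FPKM of 13.5 to 30.8 between E11 and E16, and TSPAN9, 282 kb away, from 45.4 to 101, in the authors' deposited table. MFAP5, 278 kb away and a target of the lncRNA in Table S7 as well, rose over the same step in the authors' deposited table. TULP3, FOXJ2 and FKBP4, also within 300 kb, did not pass in any comparison of the authors' deposited table. These neighbours were chosen after their values were seen. From the shared rise of lnc00003323 and TEAD4, and from an earlier study that proposed that lncRNAs could activate nearby genes by recruiting chromatin remodelers, the paper proposes that lnc00003323 acts on TEAD4 in cis in muscle development.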

In the E11 vs. E16 comparison lncRNA-gene network (Figure 4), the *DMD* gene is the putative *cis*-target of lnc00005738. In addition, *DMD* plays an important role in gene-gene networks that are involved in organismal injury and abnormalities, cell morphology and organ morphology (Figures 7C,E). 

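DMD lies on chromosome 1 from 114233667 to 114932830 of galGal4 (ENSGALT00000026250), and lnc00005738 from 114055321 to 114056100, 178 kb before it. Apart from DMD, no Ensembl transcript of the tables lies within 300 kb of the lncRNA. Towards D1, DMD rose from E11 by 2.67 on the log2 scale (FPKM 22.0 to 139.7) and lnc00005738 by 2.69 (FPKM 2.37 to 15.3, q = 0.00304) in the authors' deposited table. From E16 to D1 neither passed: DMD had an FPKM of 129 to 119 (q = 0.924) and lnc00005738 of 15.6 to 13.0 (q = 0.805) in the authors' deposited table. Of 18 measured genes of the dystrophin complex, DMD included, 12 rose from E11 to D1, the sarcoglycan SGCB (FPKM 18.5 to 142) among them.

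**Figure D3:**
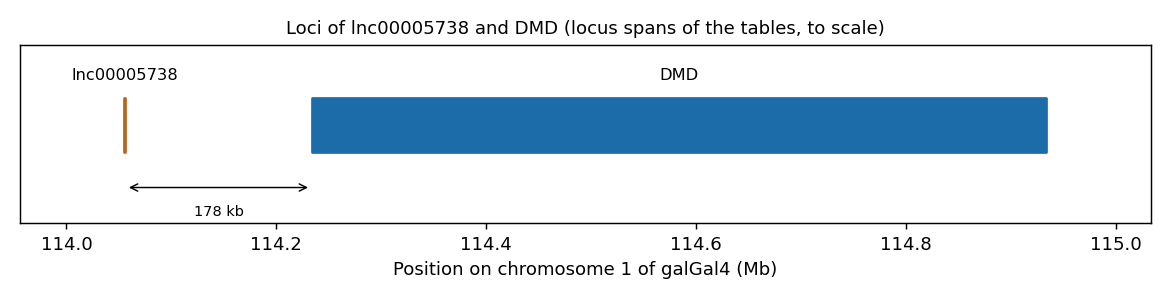
Map of the DMD locus on chromosome 1 of galGal4, with position on the horizontal axis. The lncRNA lnc00005738 lies outside the gene, before its lower coordinate.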

The *DMD* gene is the largest gene described in human beings that encodes a rod-like cytoskeletal protein that is found at the inner surface of muscle fibers in skeletal and cardiac muscles (Muntoni et al., 2003). The encoded protein, dystrophin, is required for proper development and organization of myofibers, as contractile units in striated muscles (Ghahramani et al., 2010).

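FGF13 lies on chromosome 4 from 4730771 to 4781663 of galGal4, and lnc00023378 on chromosome 13 from 16935567 to 16937680. FGF13, a fibroblast growth factor that stays inside the cell, rose from E11 to E16 as well (FPKM 6.31 to 59.2, log2 fold change 3.23) in the authors' deposited table, where lnc00023378 was at 0 and 0.295 and was not tested. From E16 to D1, FGF13 had an FPKM of 41.8 to 22.2 (q = 0.079) and lnc00023378 of 0.209 to 8.78 (q = 0.544), and neither passed in the authors' deposited table. FGF1, another growth factor of the family, lies on the same chromosome as the lncRNA, 204 kb from it. It rose from E11 to D1 (FPKM 0.667 to 3.23, q = 0.0389) in the authors' deposited table. FGF1 had already risen from E11 to E16 (FPKM 0.804 to 3.69, q = 0.0305) and did not pass from E16 to D1 (FPKM 2.60 to 2.75, q = 0.955). The glucocorticoid receptor NR3C1, 30.6 kb from the lncRNA, did not pass in the authors' deposited table.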

In the E11 vs. D1 comparison lncRNA-gene network (Figure 5), *FGF13* is a predicted *cis*-target of lnc00023378 that is a part of the gene-gene interaction network that is related to embryonic development, organismal development, and tissue development (Figure 7F). *FGF13* is a member of the fibroblast growth factor (FGF) family. Members of this family possess broad mitogenic and cell survival activities, and are involved in a variety of biological processes, including embryonic development, cell growth, morphogenesis, tissue repair, tumor growth, and invasion (Itoh and Ornitz, 2008). A recent study demonstrated that *FGF13* regulates proliferation and differentiation of skeletal muscle by down-regulating *Spry1* (Lu et al., 2015). *DLK1*, which encodes a transmembrane protein, is the putative *cis*-target of lnc00073545 (Figure 4). 

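DLK1 lies on chromosome 5 from 48844046 to 48853652 of galGal4 (ENSGALT00000018342), and lnc00073545, listed as antisense, from 48926602 to 48934101. The lncRNA comes after the gene by coordinates. BEGAIN, on the other side of DLK1, fell from E16 to D1 (FPKM 1.86 to 0.176, q = 0.0186) in the authors' deposited table.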

*DLK1* is an imprinted gene, the increased expression of which is associated with muscle hypertrophy in animal models. As with many imprinted genes, *DLK1* plays an important role in mammalian development, and its expression level exerts remarkable effects on cell proliferation and differentiation (Waddell et al., 2010). Previous research has shown that *DLK1* is a crucial regulator of the myogenic program in skeletal muscle. During embryogenesis, *DLK1* knockout mice display developmental delays in gaining muscle mass and function, owing to inhibition of the myogenic program (Andersen et al., 2013). In the present study, lnc00073545 and *DLK1* were expressed at higher levels in skeletal muscle of the leg at stage E16, as compared to stage E11 (Figures 8G,H). 

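Towards D1 the lncRNA passed the test and the gene did not, a difference that was itself not tested. From E11 to D1 lnc00073545 rose by 2.16 on the log2 scale (FPKM 0.199 to 0.89, q = 0.0487) and DLK1, at 4.36 to 6.76, did not pass (q = 0.384), in the authors' deposited table. From E16 to D1 neither passed, DLK1 with an FPKM of 8.88 to 5.76 and lnc00073545 of 0.827 to 0.759, in the authors' deposited table.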

The positive correlation between lnc00073545 and *DLK1* expression patterns suggest that lnc00073545 might play an important role in skeletal muscle development in the chicken via its *cis*-regulation of *DLK1*.

In summary, we have identified a set of lncRNAs and genes that are differentially expressed at three different stages of skeletal muscle development in the chicken. The functions of, and biological processes associated with lncRNAs in skeletal muscle development were determined, based on IPA analysis and GO and KEGG pathway annotations of lncRNA target genes. The results of the *cis*- and *trans*-acting lncRNA target gene analyses and the lncRNA-gene interaction networks provide information that could be utilized in further studies of lncRNA function in skeletal muscle development in the chicken.

## Author contributions

ZL: performed research, analyzed data, and wrote the paper. HO: analyzed data and was involved in the study design. MZ, BC, PH: analyzed data. BA: reviewed the manuscript. QN conceived the study, and was involved in its design and coordination. XZ was involved in the design of the study.

## Funding

This research was supported by the Program for New Century Excellent Talents in University (NCET-13-0803) and the Foundation for High-level Talents in Higher Education of Guangdong, China.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CNCI: Coding-Non-Coding Index
CPC: Coding Potential Calculator
DEG: differentially expressed genes
FGF: fibroblast growth factor
GO: gene ontology
IPA: Ingenuity Pathway Analysis
IPKB: Ingenuity Pathways Knowledge Base
KEGG: Kyoto Encyclopedia of Genes and Genomes
PhyloCSF: Phylogenetic codon substitution frequency
*DMD*: dystrophin gene (gene that causes Duchenne muscular dystrophy)
LncRNA: long non-coding RNA.

# Supplementary material for: Integrated Analysis of Long Non-coding RNAs (LncRNAs) and mRNA Expression Profiles Reveals the Potential Role of LncRNAs in Skeletal Muscle Development of the Chicken
**Source:** Front Physiol. 2017 Jan 9;7:687. doi: 10.3389/fphys.2016.00687
**Supplement:** Supplementary file 16

Figure S1 Histogram of gene ontology (GO) classification. GO analysis of (A) E11 vs. E16 (B) E11 vs. D1 and. (C) E16 vs. D1 DE-lncRNAs target genes. Blue bars: biological process; Red bars: cellular component; Yellow bars: molecular function.

A

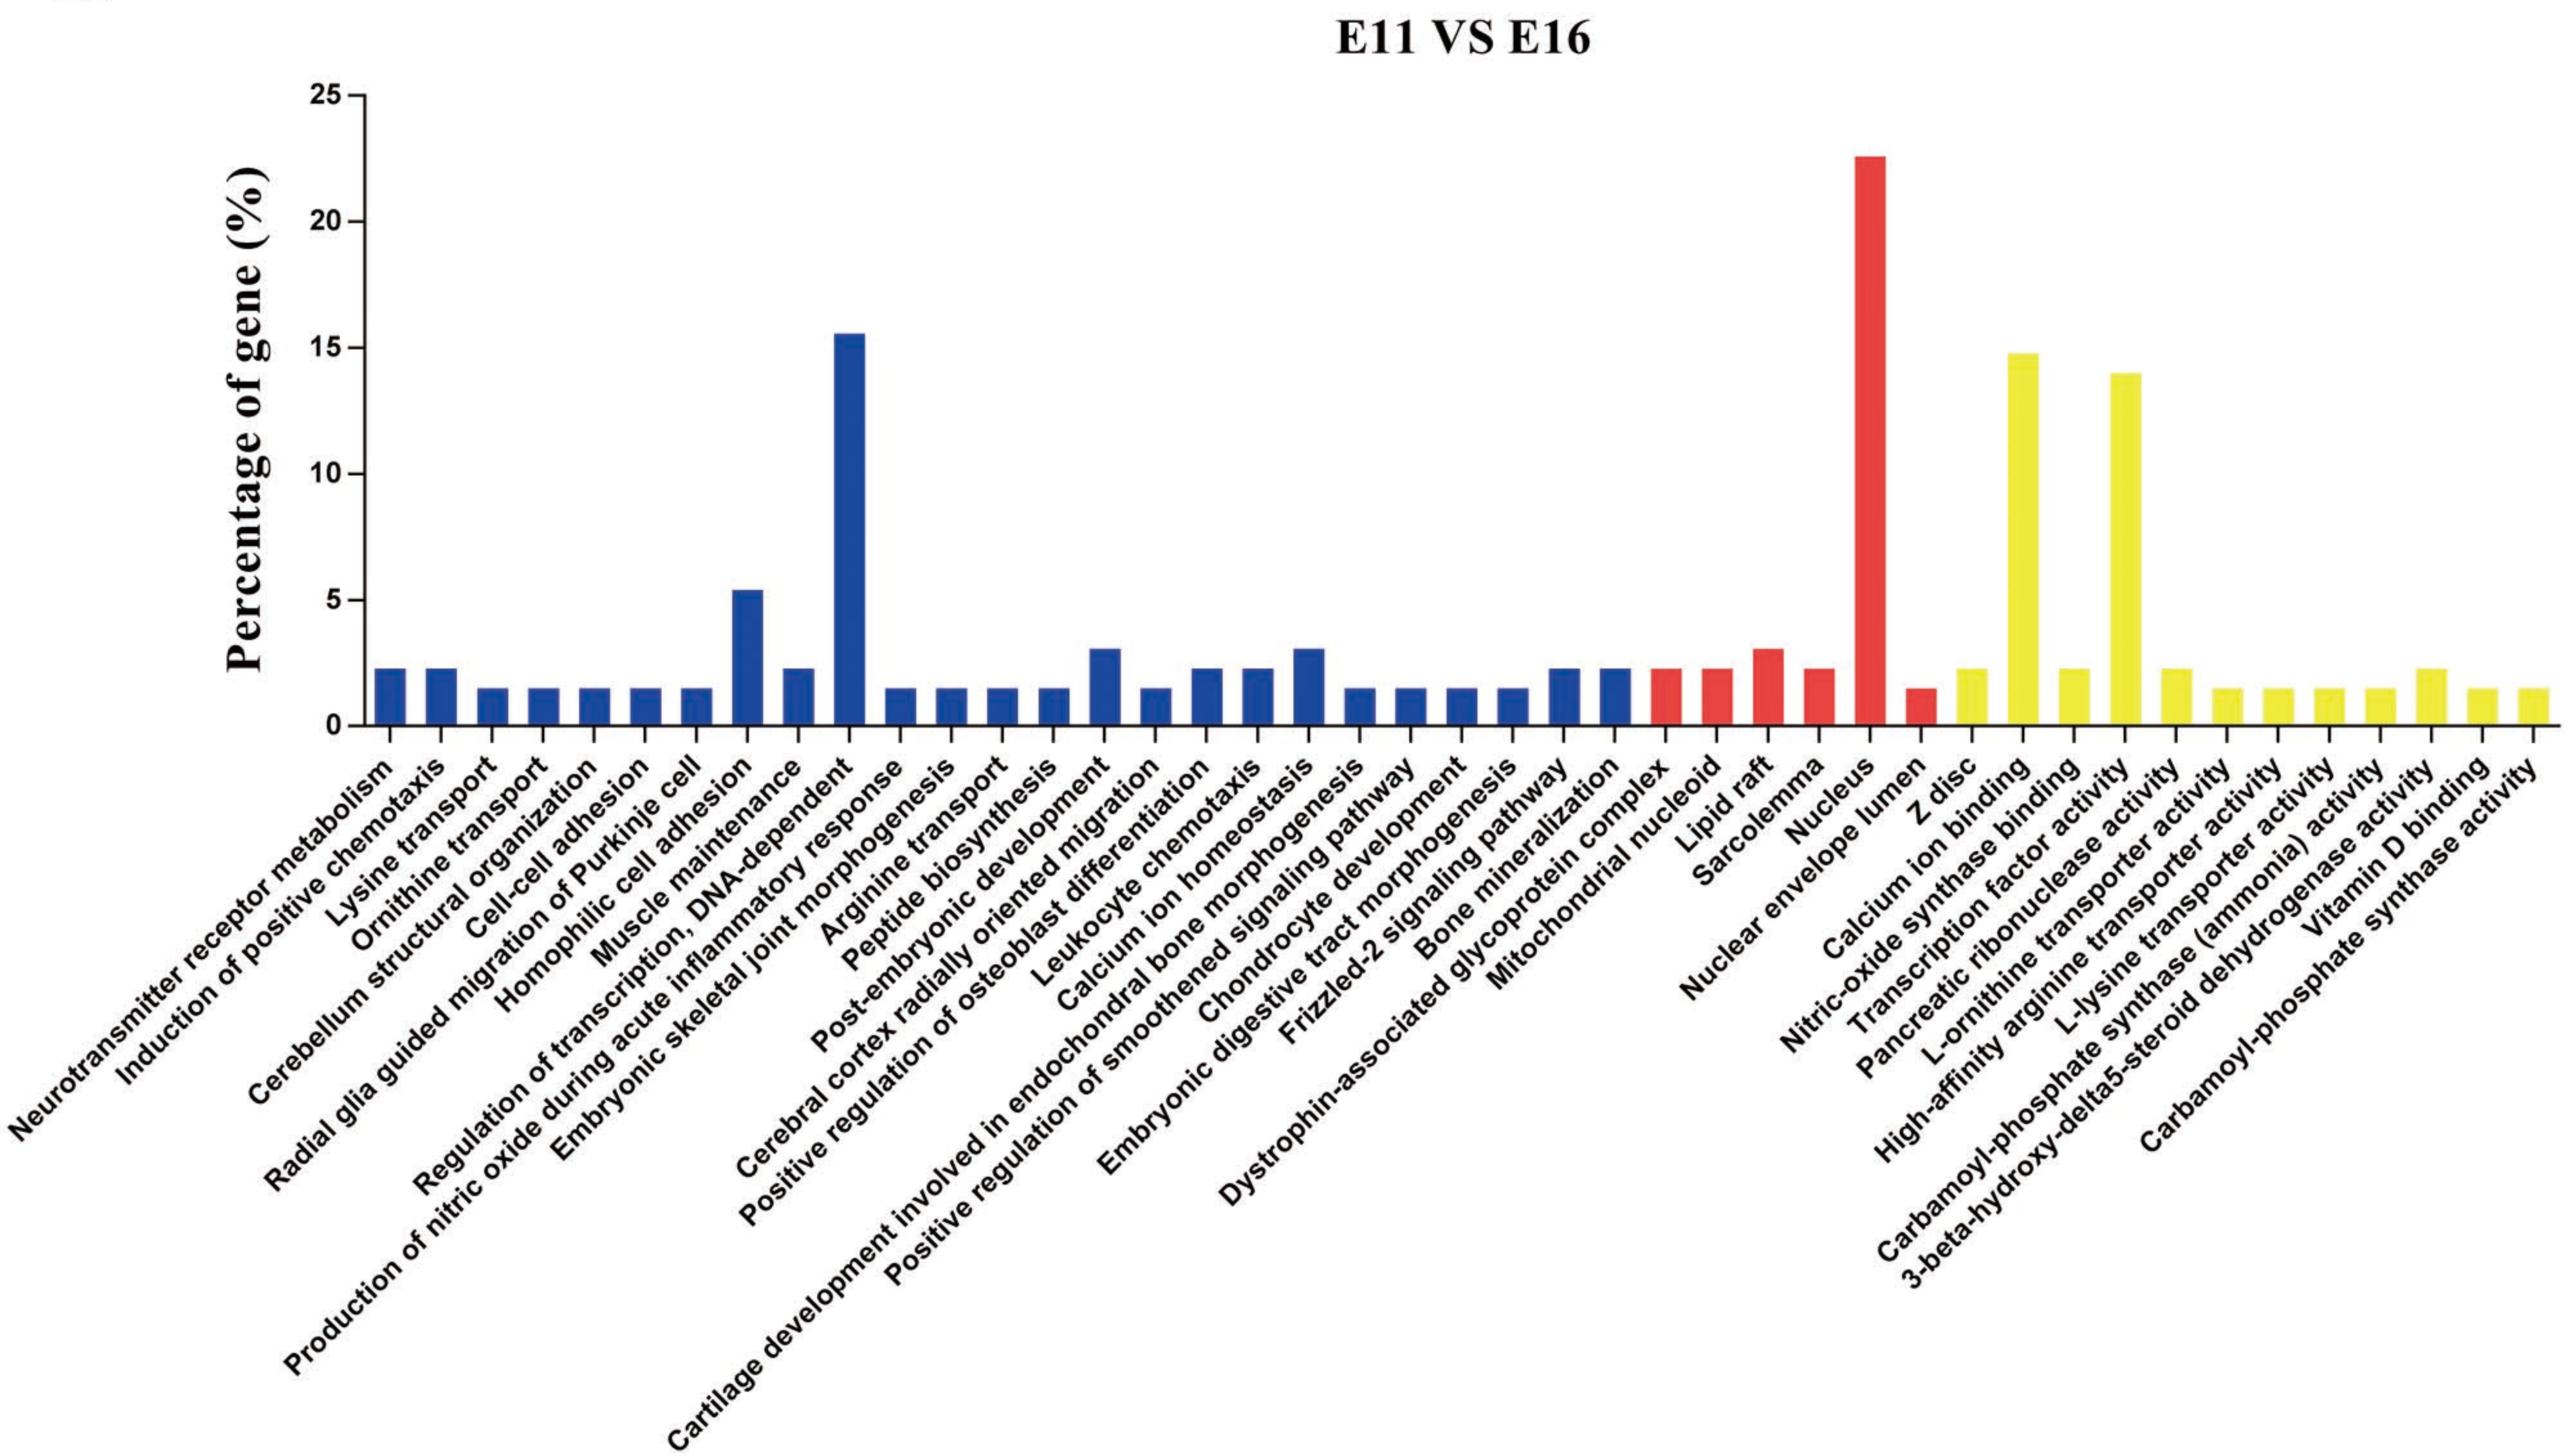

B

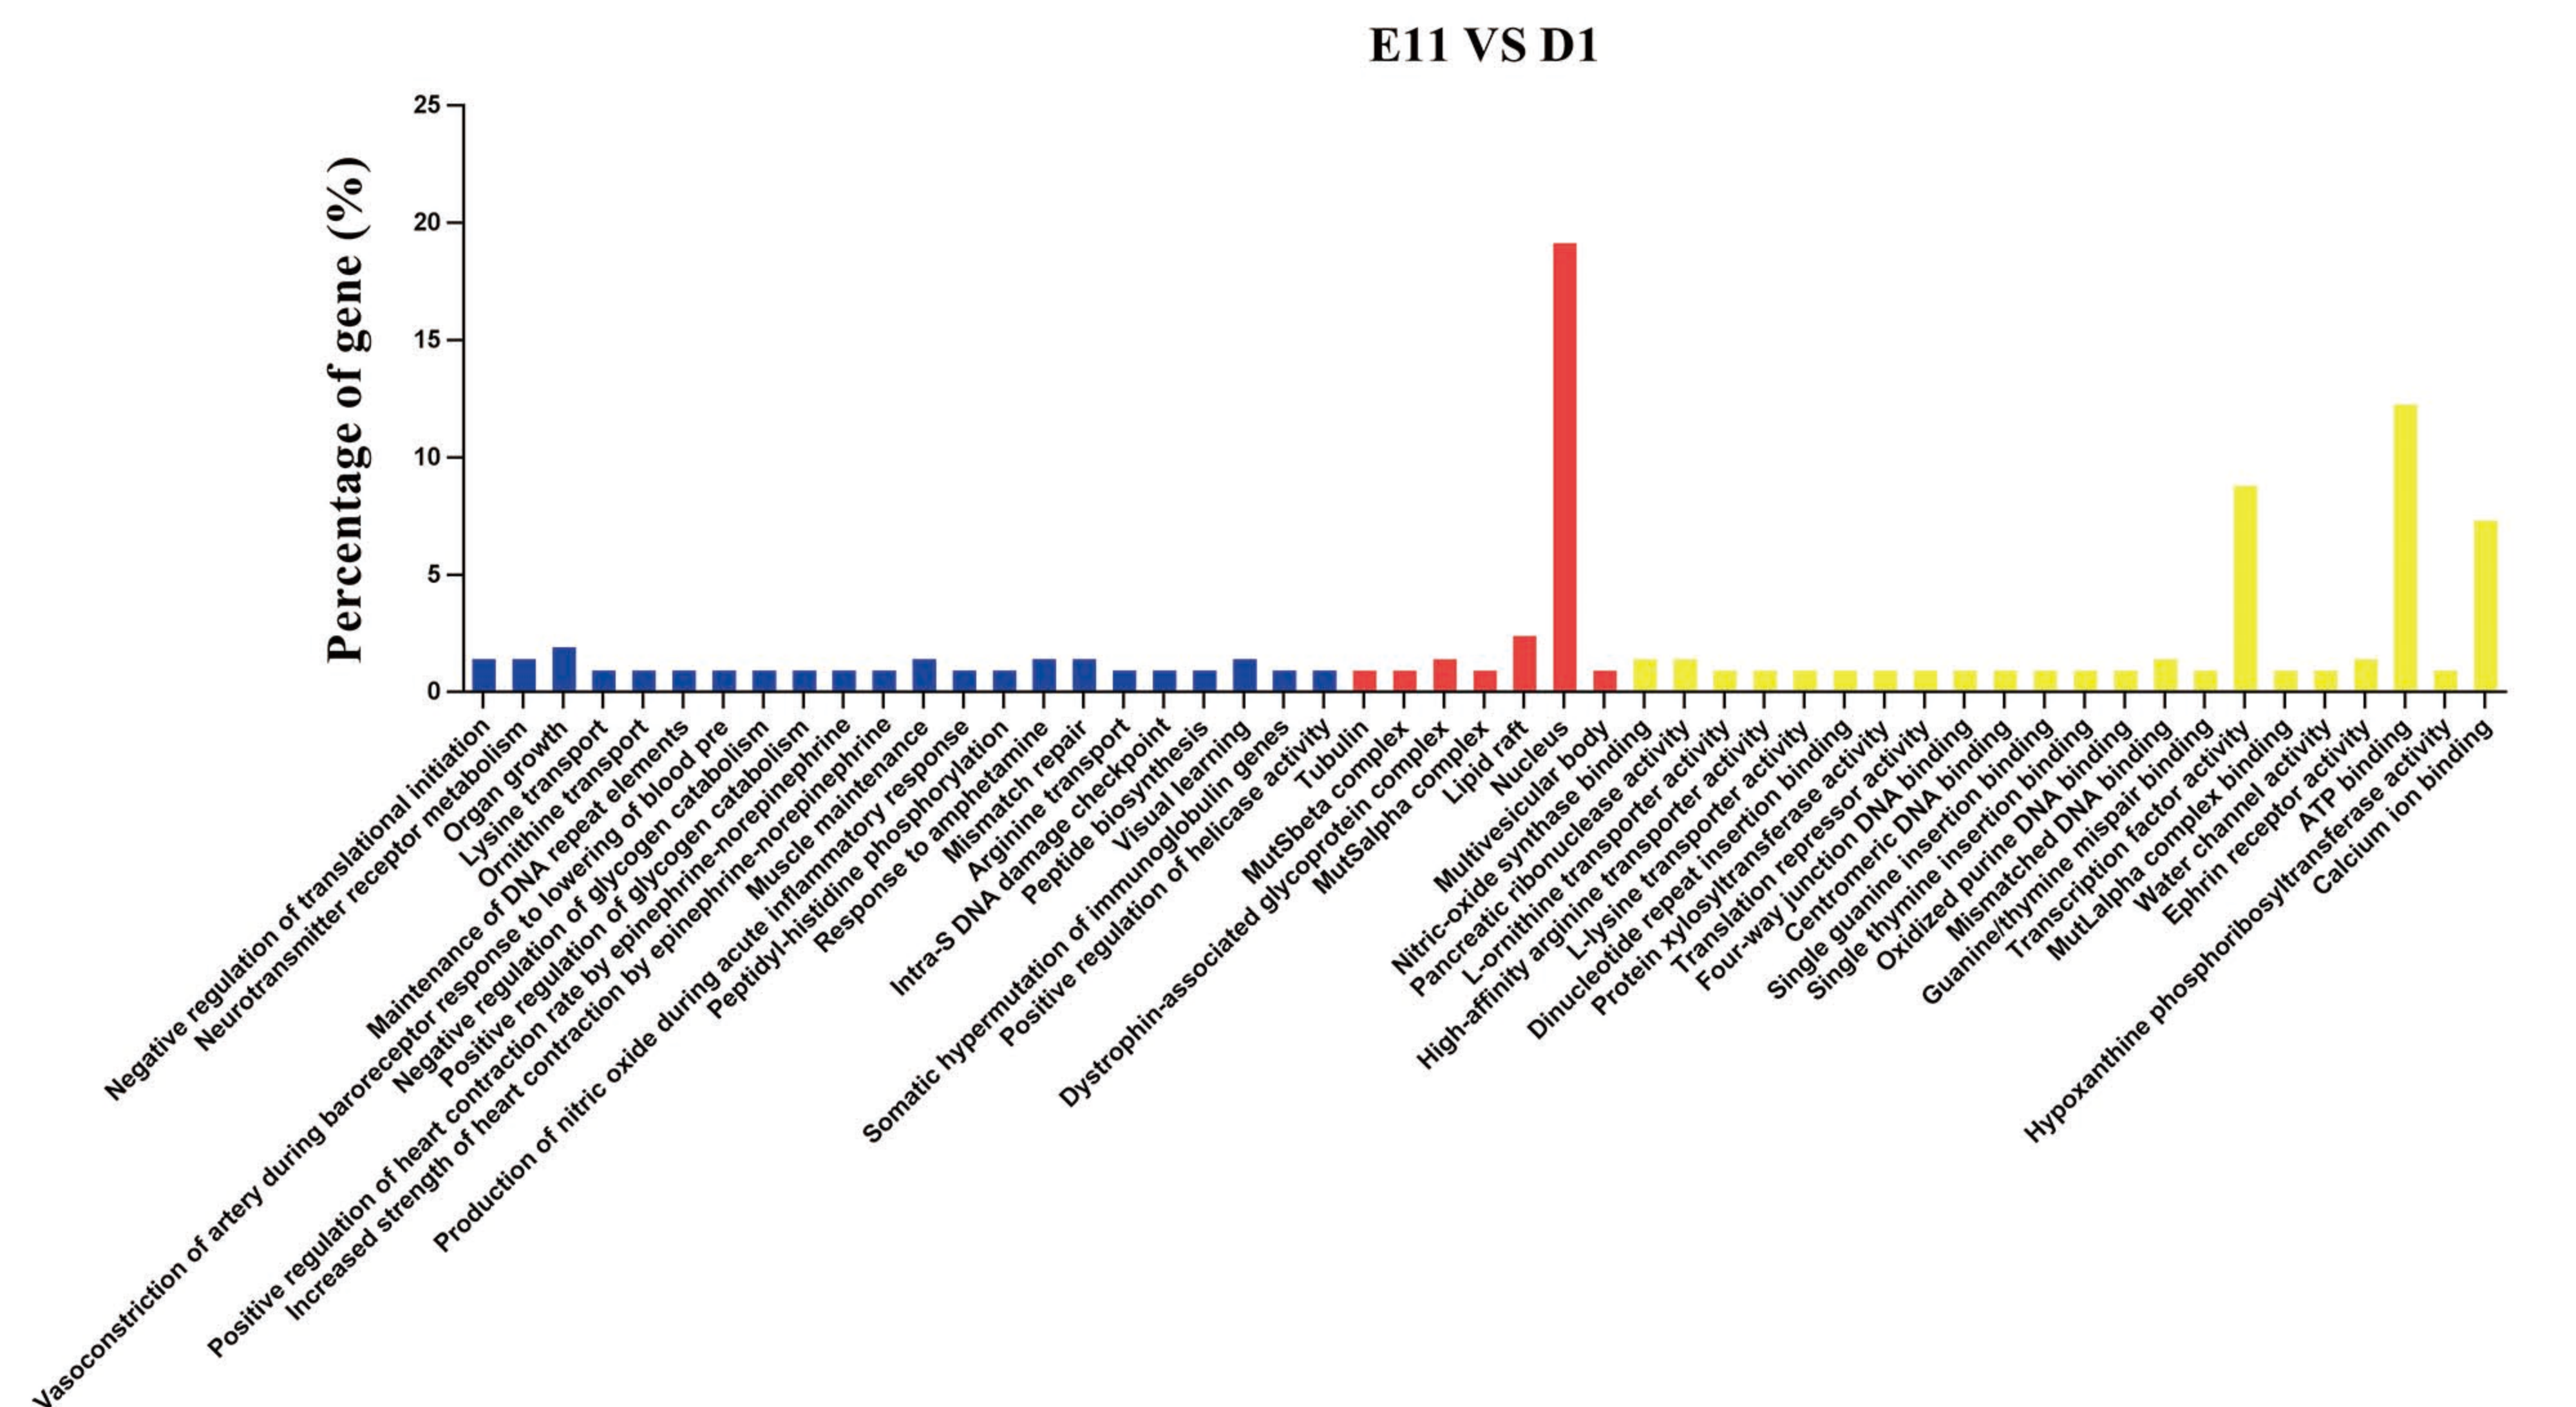

C

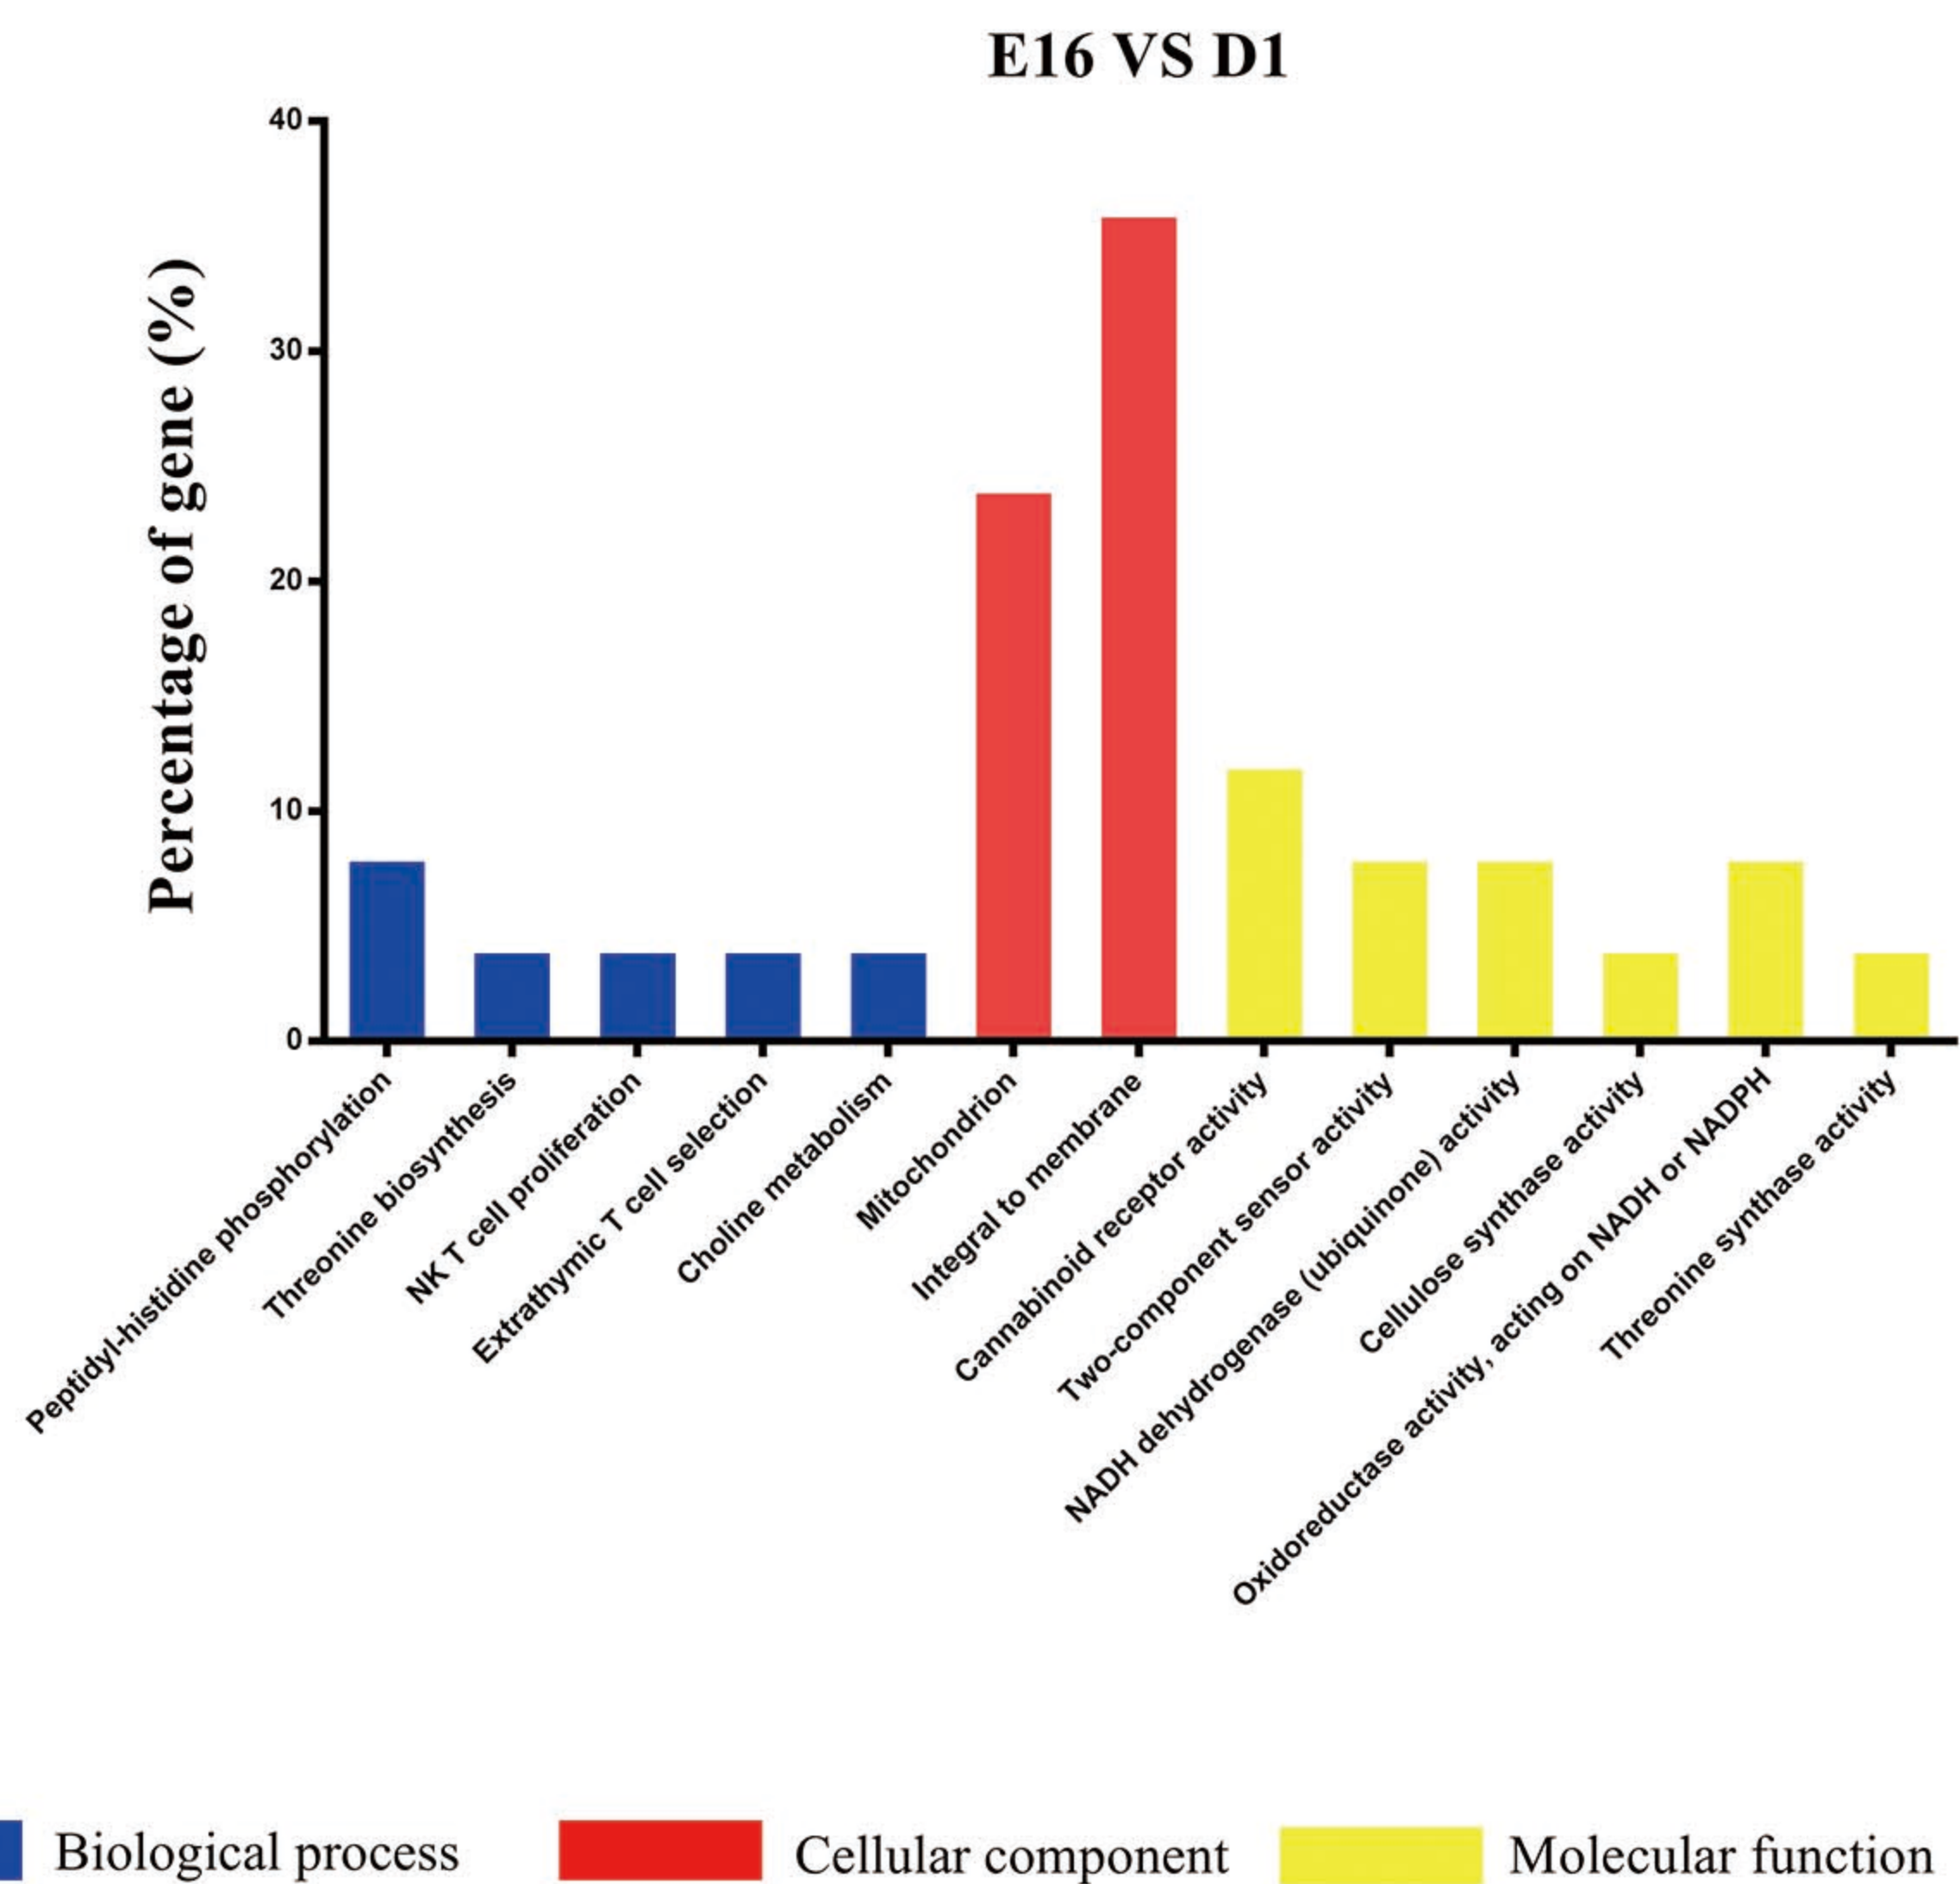

Biological process Cellular component Molecular function

How the deposited data were processed for this re-analysis (not part of the article)

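Leg muscle of Xinghua chickens was sampled at E11, E16 and D1, with 2 libraries per stage, and long RNA was sequenced after removal of ribosomal RNA. The stage of each of the 6 libraries was taken from the sample labels, in which D1 is named P1. Reads and mapped reads per library are in Table 2. The paper determined the sex of its chickens by PCR of the CHD1 gene. Which sex stands behind each library was sought in the paper's text, its tables and the labels. It was not found, so it was not used here.

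The authors aligned reads with TopHat2, assembled transcripts with Cufflinks and tested them with Cuffdiff; the labels add Trim Galore and Bowtie, without versions, and the genome build galGal4. The authors deposited 3 tables, 1 per pair of stages, with Ensembl transcripts and lncRNAs as entries. FPKM values were made by the authors, 1 per transcript and stage over both libraries, scaled within each pair of stages. The log2 fold changes in the authors' deposited tables are the ratio of later to earlier FPKM, or of each raised by 1 where either is 0. The p-values and q-values are those of Cuffdiff as deposited, the latter adjusted by the authors by the Benjamini-Hochberg method, and both stand at 1 where no test was made. The test statistic, a score of Cuffdiff as deposited by the authors, was read and not used further. The tables hold no read counts and no value per library, so the spread between libraries is not known. The authors' q does not measure it by itself. DEGs were not fitted anew.

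DEGs and DE-lncRNAs were counted at q < 0.05 and a fold change of at least 2, the paper's thresholds, over the entries of each table. For genes shared between comparisons, a gene counts as called where 1 of its transcripts passed, while in the gene lists and in the overlaps by direction a gene's values and call are those of its most abundant transcript. Tests were made within a table only, since the tables were scaled separately. Positions in the tables are loci counted from 0 and are printed with the first base counted as 1. A locus can hold several transcripts, and no strand of the genes was used. Entries that the authors' tables mark as holding too many fragments (HIDATA), among them NEB, TTN, MYH1B, MYH1C and MYH1E and, at D1, the mitochondrial COX1, are listed at 0 at the later stage and were left out of the gene lists, a choice made after they were seen.

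The 27 lists of genes hold 843 genes: myogenic regulators, sarcomere, calcium handling and neuromuscular junction, dystrophin complex, glycolysis and glycogen, oxidative phosphorylation, tricarboxylic acid cycle, fatty acid oxidation, cell cycle and DNA replication, mismatch and recombination repair, extracellular matrix, IGF axis and embryonic growth, limb patterning and Hox genes, the response to hatching, fasting and glucocorticoids, amino acid transporters, and markers of cartilage, bone, tendon, nerve, endothelium, red cells, leukocytes, fat cells, epidermis, kidney, adrenal and gonad, and liver. They were written from general knowledge before the deposited tables were opened. The kidney, adrenal and gonad, and liver lists were added after the ends of Table S4 had been seen (APOB, CALB1, SLC12A1, SLC13A3 and CYP24A1), and the values in Tables S1, S9 and S10 to S15 had been seen as well. A second kidney list, sharing no gene with the first, was written to test the first. For each list the median log2 ratio with a pseudocount of 0.1, over members with an FPKM of 1 or more at 1 stage, was compared with 10000 random lists matched on mean FPKM in 10 bins. Counts of called members are given over all genes of the table and adjusted over the list alone.

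Genes are named by a rule set in advance: genes the paper names or lists under its terms; the 5 DEGs per comparison and direction with the largest fold change, an FPKM of at least 10 at the higher stage and more than 0 at the lower; and, per list described, the 3 members with the highest mean FPKM and the 2 called members with the largest fold change. LncRNAs are those the paper names, and others are named as chosen after their values were seen.

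Connections between lncRNAs and genes were taken from Tables S7 to S9, and the direction of both partners from the authors' deposited tables. A connection was counted as positive where both moved the same way. The excess of positive connections was tested with an exact binomial test and with a permutation test of 100000 reassignments of genes among connections, and orientation with Fisher's exact test, with adjustment over the 3 comparisons. Shares carry exact 95% binomial intervals. For the question whether neighbours in general move together, pairs of called genes within 300 kb were counted in the same way. Genes of the terms and networks of Tables 3 and S10 to S15 were looked up in the tables, and no enrichment was tested here. Table S5 was held only in part and was not used here.

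Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with a fixed seed of 7. The methods were tested on simulated data. Lists of 40 genes with no shift were called apart in 3, 6 and 4 of 100 runs for the spread of the 3 comparisons, and lists shifted upwards by 1 on the log2 scale in 95, 83 and 99. The permutation test over 150 simulated connections gave p < 0.05 in 9 of 200 sets with no relation and in 200 of 200 with a strong one. Simulated genes and connections were independent of each other. The real connections share lncRNAs and neighbourhoods, and genes of a list can change together, so these rates do not cover such dependence.

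Alternatives tried were other q and fold thresholds, a pseudocount of 1 on the fold change, other filters on low FPKM, centred log2 ratios, gene symbols in place of transcripts, subsets of the connections, and, chosen after the data were seen, a count over chromosomes 1 to 22 and MT alone. For the lists they were other pseudocounts and filters, random lists not matched on FPKM, and keeping the HIDATA entries. The PCR measurements and the lncRNA and mRNA sequences were not analysed here. Values of some genes are not reported here.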

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

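The tests of scaling and those of the sex chromosomes below were chosen only after the result was seen, and those of the second kidney list were written before it.

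Markers listed for kidney and epidermis stood higher at E11 than at E16. The epidermal list also holds genes of epithelia in general, such as EPCAM and CDH1, so it does not mark epidermis alone. In the authors' deposited table, the median log2 ratio from E11 to E16 was -3.51 over 30 kidney markers and -4.97 over 17 epidermal ones, and 29 and 17 of them had an FPKM of 1 or more at E11, against 8 and 5 at E16. Scaling by the authors moves all genes of a stage alike. The first kidney list lay at percentile 0 among random lists of the same table, which restates the pattern that prompted the test. A second kidney list, of 27 measured genes of podocytes and tubules, had a median of -2.25, at percentile 0 as well. Of these genes 1 rose and 10 fell. The place of the second list speaks against scaling as the cause and against limb skin as the whole cause. Kidney tissue in the E11 leg pieces, near whose base the embryonic kidneys lie, may be a source of these transcripts, and skin or other epithelium may add to the epidermal ones, though the first list was made after seeing a few of its genes and 12 genes of the second are also at an FPKM of 1 or more at E16. A biological change of such genes within the leg between the stages remains open as well, as no value per library is at hand to show whether 1 or both E11 libraries carry them.

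W-linked transcripts stood lower and Z-linked ones higher at D1 than at E16. The medians of the log2 ratio were -0.95 over 6 W transcripts, all of them lower, and 0.31 over 549 Z transcripts, of which 64.8% lay above the autosomal median, in the authors' deposited table; Cuffdiff called none of the 6 and gave 3 an unadjusted p under 0.05. Scaling by the authors moves all chromosomes of a stage alike, while the median of Z lay above those of all 26 autosomes compared, the highest at 0.147, which argues against it as the cause. Fewer females among the D1 libraries may be the source, since hens alone carry W and 1 copy of Z. Medians of 0.33, 0.12, 0.37 and 0.31 over 4 equal parts of Z by position all lay above the autosomal one. From E11 to E16 the 4 parts lay above the autosomal median too (0.08, 0.06, 0.10 and 0.02, against -0.01). There the W median was 0.37, with 2 of 6 transcripts lower, and the Z median of 0.06 lay below the highest of an autosome, 0.20. The place of the 4 parts therefore does not single out sex. Whether Z genes also change with age is open, and the sex of each library was not used here.

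Outside chromosomes 1 to 22 and MT, the authors' deposited table holds 337 DEGs for E11 vs. E16 (213 higher at E16), 590 for E11 vs. D1 (360 higher at D1) and 250 for E16 vs. D1 (159 higher at D1). Among them for E11 vs. D1 are SCN4A on chromosome 27 and CKMT2 on chromosome Z.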

How the results depend on the processing

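The thresholds and comparisons were set before the data were examined. The gene lists were written before the deposited tables were opened but after values in Tables S1, S9 and S10 to S15 of the paper had been seen, and the kidney, adrenal and gonad, and liver lists after the ends of Table S4 had been seen as well. The alternatives of chromosomes 1 to 22 and MT, of a q under 0.01 for lncRNAs and of keeping HIDATA entries were chosen only after the results were seen. No paired analysis was possible because the tables hold 1 value per stage over both libraries.

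Of the runs under these alternatives, 88 gave the same reading, 18 moved a count or share beyond the bounds set in advance, 2 were weaker, 1 stronger and 1 reversed. Among the 88 are runs whose reading was set in advance. These are the list counts after centring and the paper's own signs of the connections. The count of DEGs at 0 with an FPKM of at least 1 at the other stage is another. At a fold change of at least 4, the DEGs of the authors' deposited table numbered 816 from E11 to E16, 1828 from E11 to D1 and 441 from E16 to D1, and the share that rose was 49.2% for E16 vs. D1, below an even split. At a q under 0.01 these shares were 61.8, 58.3 and 60.8%, with 915 DEGs for E16 vs. D1, and with fold changes on log2(FPKM + 1) they were 60.03, 56.0 and 59.2%. Over all alternatives the DEGs ranged from 816 to 2796, from 1828 to 3981 and from 441 to 1565.

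DEGs at an FPKM under 0.1 in place of 0 numbered 119 for E11 vs. D1, and over chromosomes 1 to 22 and MT those at 0 numbered 27 for E11 vs. E16 and 5 for E16 vs. D1. DE-lncRNAs at a q under 0.01 numbered 70, 64 and 21, and 4 passed in all 3 comparisons, as did 273 genes.

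Positive connections for E11 vs. D1 were 133 of 237 over cis connections (exact binomial p = 0.0687) and 118 of 209 without lncRNAs at 0 (p = 0.0719), and for E16 vs. D1 within 100 kb 13 of 16 (p = 0.0213). For orientation, Fisher's p ranged from 0.460 to 1, from 0.494 to 0.663 and from 0.529 to 1.

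Lists apart from random lists were 19 to 21, 18 to 20 and 14 to 17 of 27. Tendon markers from E16 to D1 had a median of -0.67 at an FPKM of at least 5, against 0.65 at an FPKM of at least 1. Over the single lists, 546 readings were the same, 12 stronger, 4 weaker and 1 reversed. Centring shifts every gene alike and cannot change a list's place among random lists. Those readings among the 546 were therefore the same by construction.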

Differences from the paper's values

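DEGs with an FPKM of 0 at 1 stage number 48 for E11 vs. E16, where the paper gives 27, and 12 for E16 vs. D1, where the paper gives 5, at the paper's thresholds in the authors' deposited table. Of the alternatives set before the data were examined, an FPKM under 0.1 (64 and 14) stays apart from the paper's values. An FPKM of at least 1 at the other stage (48 and 12) could not change the count. Against a 0, a fold change of at least 2 on FPKM raised by 1 already requires it. Counting chromosomes 1 to 22 and MT alone, which was chosen after seeing the values, gives 27 and 5. It drops none of the genes and lncRNAs of Tables S7 to S9, which all lie on these chromosomes, and it drops 337, 590 and 250 DEGs of the 3 comparisons in the authors' deposited table.

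The same count gives 1798, 3072 and 1211 DEGs, which are the paper's, where 2135, 3662 and 1461 pass over all chromosomes. It also gives 129, 132 and 45 DE-lncRNAs, which are the paper's, where 139, 148 and 51 pass, and 50 DEGs at 0 for E11 vs. D1, which is the paper's, where 63 pass. For DE-lncRNAs at 0 it gives 26, 24 and 6, the paper's values, against 28, 26 and 8.

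The paper reports 386 DEGs shared by all 3 comparisons, and this count, by transcript, gives 385 (361 by symbol), against 423 symbols over all chromosomes. DEGs of 1 comparison alone then number 292, 1040 and 112 by transcript, where the paper gives 281, 1019 and 110.

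The paper names W and 33 among the chromosomes that hold lncRNAs, and the authors' deposited table holds none on W or 33. On chromosome 1 it holds 311, where the paper gives 316, and chromosome 1 has the most in either count.

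The networks of Tables S7 and S9 hold 81 and 20 lncRNAs, where the paper gives 83 and 21, and so 209 and 45 nodes, where the paper gives 211 and 46. Connections and genes number as in the paper.

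The paper names FGF13 a cis target of lnc00023378, and the tables place FGF13 on chromosome 4 and lnc00023378 on chromosome 13. The network of Figure 7H holds 10 genes in the text and 9 in bold in Table 3.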

Other observations

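The test of how many lncRNAs and genes rose was chosen only after the result was seen, and that of neighbouring genes was written before it.

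Over the IGF axis and embryonic growth genes the median log2 ratio was -0.25 for E11 vs. E16, within the random lists, -0.42 for E11 vs. D1 and -0.34 for E16 vs. D1, both below them; 4 rose (DLK1, FGF13, GHR, IGFBP7) and 4 fell (FGFR1, FGFR2, IGF2BP1, LIN28B), 4 and 5 when adjusted over the list alone, then 3 rose (FGF13, GHR, IGFBP7) and 6 fell, 3 and 6 when adjusted over the list alone, and 2 fell (FGFR2, FGFR4), 2 when adjusted over the list alone, by the authors' deposited table. Liver markers had medians of -0.29 and -0.12 in the comparisons with E11, not apart, where members went both ways: 5 rose (AHSG, ALB, CPS1, FGL1, LECT2) and 4 fell (APOB, FGB, HPD, TTR), 5 and 5 when adjusted over the list alone, and 3 rose (AHSG, APOA1, FGL1) and 5 fell (AMBP, APOB, FGB, MTTP, TTR), 3 and 5 when adjusted over the list alone, by the authors' deposited table. Adrenal and gonad markers had medians of -0.60, -1.20 and 0.19, not apart; 1 rose (AMH) and 1 fell (CYP26B1), 1 and 1 when adjusted over the list alone, then 1 rose (AMH) and 2 fell (CYP26B1, INHBA), 1 and 2 when adjusted over the list alone, and for E16 vs. D1 none passed, with 1 lower when adjusted over the list alone, by the authors' deposited table. From E11 to D1, tendon markers had a median of -0.57, not apart, and of -1.12, below random lists, at an FPKM of at least 5, and bone markers had a median of -3.25, below them, where 4 fell (among them MMP13, PHEX, RUNX2), 4 when adjusted over the list alone, and for tendon 2 rose (EGR1, FMOD) and 4 fell (COL22A1, KERA, MKX, THBS4), 2 and 4 when adjusted over the list alone, by the authors' deposited table.

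In the paper's connections, lncRNA and gene moved the same way more often than opposite ways. With the genes reassigned among the connections, the adjusted permutation p was 0.0291 for E11 vs. E16, 0.0547 for E11 vs. D1 and 0.531 for E16 vs. D1. This test counts connections as independent although they share lncRNAs and neighbourhoods, so its p may be too small. For E11 vs. E16 the reassigned genes give 76.0 of 148 positive connections on average, against 92 found, so how many rose adds little excess there. For E11 vs. D1 and E16 vs. D1 they give 121 of 242 and 13.4 of 28, near an even split. How many rose adds no excess in these, and chance stays open for the 138 and 16 found. The paper kept as targets only genes coexpressed with the lncRNA, and how this choice shapes the excess was not tested. Neighbouring called genes with no lncRNA among them also moved the same way, for E11 vs. E16 in 55.2% of 1731 pairs (exact 95% binomial interval 52.8 to 57.6%), a share within the interval of cis connections, 53.2 to 69.6%, and in 52.6% of 5172 pairs for E11 vs. D1 and 58.0% of 859 for E16 vs. D1, so a general tendency of neighbours to move together is a candidate explanation of the excess. Regulation of a gene by its lncRNA stays open as an explanation, and no perturbation of a lncRNA was analysed here.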
